# Roles of cofactors and chromatin accessibility in Hox protein target specificity

**DOI:** 10.1186/s13072-015-0049-x

**Published:** 2016-01-08

**Authors:** Ching Yew Beh, Sherif El-Sharnouby, Aikaterini Chatzipli, Steven Russell, Siew Woh Choo, Robert White

**Keywords:** Hox proteins, Chromatin accessibility, Transcription factor

## Abstract

**Background:**

The regulation of specific target genes by transcription factors is central to our understanding of gene network control in developmental and physiological processes yet how target specificity is achieved is still poorly understood. This is well illustrated by the Hox family of transcription factors as their limited in vitro DNA-binding specificity contrasts with their clear in vivo functional specificity.

**Results:**

We generated genome-wide binding profiles for three Hox proteins, Ubx, Abd-A and Abd-B, following transient expression in *Drosophila* Kc167 cells, revealing clear target specificity and a striking influence of chromatin accessibility. In the absence of the TALE class homeodomain cofactors Exd and Hth, Ubx and Abd-A bind at a very similar set of target sites in accessible chromatin, whereas Abd-B binds at an additional specific set of targets. Provision of Hox cofactors Exd and Hth considerably modifies the Ubx genome-wide binding profile enabling Ubx to bind at an additional novel set of targets. Both the Abd-B specific targets and the cofactor-dependent Ubx targets are in chromatin that is relatively DNase1 inaccessible prior to the expression of Hox proteins/Hox cofactors.

**Conclusions:**

Our experiments demonstrate a strong role for chromatin accessibility in Hox protein binding and suggest that Hox protein competition with nucleosomes has a major role in Hox protein target specificity in vivo.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-015-0049-x) contains supplementary material, which is available to authorized users.

## Background

The control of specific sets of target genes by transcription factors is central to our understanding of the gene networks regulating development, physiological responses and disease processes. However, many questions remain concerning how transcription factors identify their specific targets in the genome. In particular, many transcription factors bind to short degenerate sequence motifs, which occur at high frequency in the genome, and it is unclear how their regulatory function is restricted to specific sets of targets. Hox proteins are key developmental regulators that illustrate this issue well. They bind to short AT-rich motifs with individual members of the Hox family exhibiting very similar in vitro DNA-binding preferences (reviewed in [1]). In contrast, different Hox proteins show clear in vivo functional specificity by regulating the development of very different segmental morphologies (reviewed in [2]). The discrepancy between the relative lack of in vitro DNA-binding specificity and the clear in vivo developmental specificity is still unresolved. The identification of Hox cofactors, proteins that interact with Hox proteins and enhance their DNA-binding specificity, provides a partial explanation. The Three Amino acid Loop Extension (TALE) homeodomain cofactors, Extradenticle (Exd) and Homothorax (Hth) in *Drosophila* and their vertebrate Pbx/Meis homologues, increase the specificity of Hox binding in vitro [3–5] and contribute to in vivo Hox specificity (reviewed in [1]). These Hox cofactors have been shown to engage in tripartite Hox/Exd/Hth (Hox/Pbx/Meis) complexes that enable Hox functional specificity in vivo at particular target sites [6–8]. In addition, interaction between Hox proteins and these cofactors differentially affects the binding preferences of Hox proteins enabling the emergence of “latent specificity” of Hox binding in the context of the Hox-cofactor complex [9]. However, in some situations Hox proteins act in the absence of Exd/Hth, for example in the classic transformation of the *Drosophila* wing blade primordium to haltere by the Hox protein Ultrabithorax (Ubx) [10]. Although the in vivo study of endogenous Hox target gene regulatory elements has provided insight into the roles of cofactors at specific targets, relatively few target sites have been studied and there is no clear general understanding of the role of cofactors in Hox specificity; indeed at some regulatory elements the cofactors appear to be required for specific functional activity, gene activation rather than repression, and not for DNA-binding specificity [11].

In general, although there is a wealth of in vitro data on Hox specificity [12, 13], how these extrapolate to the in vivo situation is currently unclear. Genome-wide studies in *Drosophila* tissues have investigated Hox protein and cofactor binding and have identified Hox binding sites and target genes [14–16]. These in vivo studies also suggest an important role for chromatin accessibility in determining where in the genome Hox proteins bind, supporting the view that chromatin accessibility generally plays a key role in transcription factor target specificity [17]. However, for the detailed analysis of Hox binding specificity, in vivo tissues have the disadvantage of cellular heterogeneity with different cells having different chromatin states and cofactor expression. Here we have investigated Hox binding specificity in a *Drosophila* cell line that is relatively homogeneous, facilitating a rigorous comparative analysis of the binding of different Hox proteins in the same genomic background and under the same conditions. Using carefully controlled Hox protein expression in Kc167 cells we show that Hox proteins exhibit clear target specificity in the absence of the Exd and Hth cofactors. These cofactors can nevertheless play a key role in Hox protein binding and we demonstrate their effect on the genome-wide target specificity of Ubx. Our experiments also provide further evidence of the strong role chromatin accessibility plays in Hox binding and suggest that Hox competition with nucleosomes has a major role in Hox target specificity in vivo.

## Results

### Specific Hox protein binding in Kc167 cells

To compare the binding profiles of different Hox proteins, we used transient transfection of *Drosophila* Kc167 cells with inducible expression constructs producing Hox-GFP fusion proteins and generated genome-wide binding profiles using Chromatin Immunoprecipitation followed by high-throughput sequencing (ChIP-Seq). Kc167 cells do not express Hox proteins endogenously and also lack functional Exd and Hth cofactors; although Exd is expressed, in the absence of Hth it is cytoplasmic. In order to ensure that the Hox binding profiles generated by our experiments are as comparable as possible: (1) we processed the different samples in parallel using cells taken from the same mother-culture, (2) we sorted the transfected cells 4 h after expression induction using a Fluorescence-Activated Cell Sorter (FACS) to select cells expressing the same level of Hox-GFP fusion protein and (3) we used the same anti-GFP antibody for all ChIP assays (Additional file 1: Figure S1, S2). We confirmed that the Hox-GFP expression level is close to the physiological range. Estimates of the number of homeodomain protein molecules per nucleus range from 20,000 to 50,000 [18–21]. We estimate that the Ubx-GFP expressing cell population selected by FACS has expression levels from 38,000 to 74,000 Ubx-GFP molecules per cell (see “Methods”).

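In Experiment 1, Ubx, Abd-A and Abd-B, each fused to GFP, were profiled by ChIP-Seq with an anti-GFP antibody in transfected Kc167 cells, a Drosophila cell line, 4 h after induction. There were 2 biological replicates of each protein and 2 of the input chromatin. The reads were 36 bp long, and the paper's Table S1 lists 13027309 clean reads for Ubx, 13742921 for Abd-A, 21242139 for Abd-B and 15529426 for the input. The authors mapped the reads to BDGP release 5, combined the replicates, removed reads at the exons of the transfected genes and called peaks against the input with MACS2. They deposited 1 list of peaks per protein at a q-value of 1e-10 and 1 at a q-value of 1e-2, in which each peak has a position and a score, the -log10 of its q-value. Because the replicates were combined before peaks were called, no replicate error can be given for any value from these lists. The intervals given are Wilson 95% intervals and cover the counting of peaks only. At the stringent q-value the median peak width was 493 bp for Ubx, 563 bp for Abd-A and 598 bp for Abd-B. The Abd-B library held 1.63 times the clean reads of the Ubx library and 1.55 times those of the Abd-A library. A peak was counted as having a partner when it and a peak of the other list each covered at least 5% of the other, the minimum given in the Methods. The level expected by chance was taken from 1000 rotations of the other list along its chromosomes, which keep the lengths and spacing of peaks but not their preference for open chromatin.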

We compared the binding of the three Bithorax complex Hox proteins; Ubx, Abdominal-A (Abd-A) and Abdominal-B (Abd-B), with a visual inspection of the binding profiles suggesting highly similar Ubx and Abd-A binding. In contrast, while Abd-B largely binds at the same sites as Ubx and Abd-A, it also clearly binds at a considerable number of additional sites (Fig. 1a). 

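At a q-value of 1e-10, 5473 of the 9681 Abd-B peaks had no Ubx partner, and 4390 of them, 45.3% of all Abd-B peaks, had neither a Ubx nor an Abd-A partner. The share without a Ubx partner differed along the Abd-B list. It was 19.3% (Wilson interval 16.9 to 21.9) among the 10% of Abd-B peaks with the highest scores and 93.1% among the 10% with the lowest. The 3 highest-scoring Abd-B peaks without a Ubx partner lay on 2R from 4074138 to 4075192 of BDGP release 5 (score 405), on 2L from 6407134 to 6407954 (score 360.45) and on 3R from 19845320 to 19846701 (score 359). They ranked 7, 30 and 31 in the Abd-B list. The peak on 2R had an Abd-A partner at a q-value of 1e-2, and the peak on 3R had Ubx and Abd-A partners at that q-value. The peaks on 2L and 3R also had a partner at that q-value in the Ubx list of Experiment 2. The gene annotation of release 5 was not used here, so no genes are assigned to these positions. When the Abd-B list was shortened to its 4830 highest-scoring peaks, the length of the Ubx list, the number of Abd-B peaks without a Ubx partner was 1607.

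**Figure D1:**
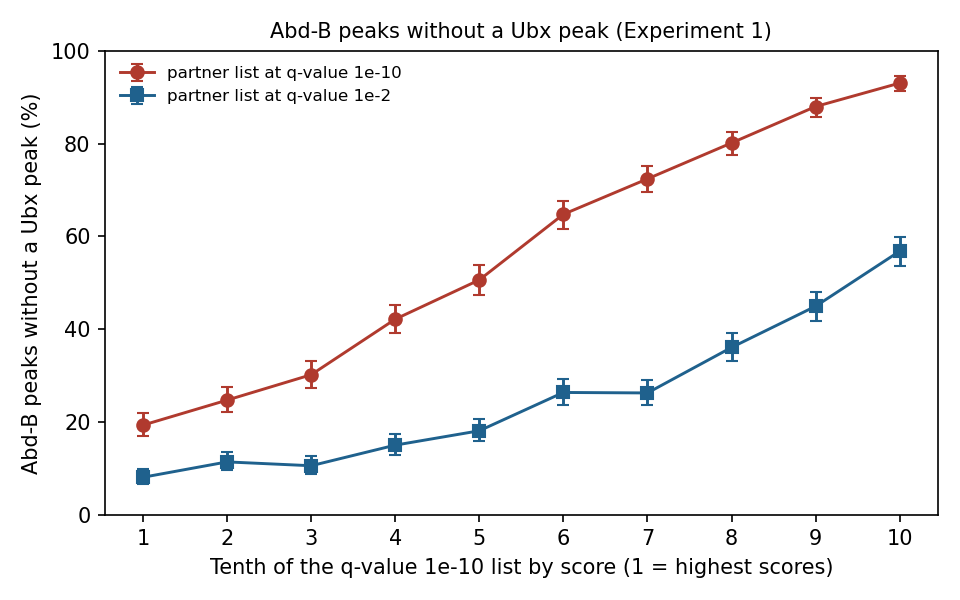
Share of Abd-B peaks (%) without a Ubx peak (y axis) in each of 10 parts of the stringent Abd-B list ordered by score (x axis, 1 holds the highest scores). Red circles give the share against the Ubx list at a q-value of 1e-10, blue squares that against the Ubx list at 1e-2, and bars are Wilson 95% intervals; against the relaxed list the share was 8.05% in the first part and 56.8% in the last.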

To quantify this we carried out overlap analysis of the binding peaks and found, for example, that 89 % of Ubx peaks overlap with Abd-A peaks (Fig. 1b). In contrast, while 90 % of Abd-A peaks overlap with Abd-B peaks, Abd-B clearly binds at additional sites as only 53 % of Abd-B peaks overlap Abd-A peaks (Fig. 1b). 

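Of the Ubx peaks of Experiment 1, 4552 (94.2%; Wilson interval 93.6 to 94.9) had an Abd-A partner, and 4307 Abd-A peaks (76.1%; 75.0 to 77.2) had a Ubx partner. Each share was counted among the peaks of the list named first, so the 2 directions rest on different peaks. The highest share in 1000 rotations was 9.23% for Ubx and 7.55% for Abd-A. The setting that moved the share of Ubx peaks most was a minimum reciprocal overlap of 50%, at which it was 77.3%.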

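An Abd-B partner was found for 5490 of the 5656 Abd-A peaks (97.1%; Wilson interval 96.6 to 97.47). In the other direction, 5083 Abd-B peaks (52.5%; 51.5 to 53.5) had an Abd-A partner. For Ubx, 4719 peaks (97.7%; 97.2 to 98.1) had an Abd-B partner, and 4208 Abd-B peaks (43.5%; 42.5 to 44.5) had a Ubx partner. The highest share reached by a rotation in these 4 comparisons was 16.4%.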

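The fragment pileup behind the binding scores was not used here, and the fraction of each 1 kb window covered by q-value 1e-2 peaks was taken in its place. Pearson's r was computed across windows with a peak in either list, and windows are not independent replicates. It was 0.835 for Ubx and Abd-A (18299 windows), 0.708 for Abd-A and Abd-B (25217 windows) and 0.676 for Ubx and Abd-B (24903 windows). With every window along the chromosomes included, the 3 values were 0.932, 0.851 and 0.814 in the same order. When each window was scored only as with or without a peak, they were -0.097, -0.1275 and -0.121, as windows empty in both lists are left out of this comparison.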

Our observations are further supported by Pearson’s correlations between the binding scores of different Hox proteins (Fig. 1c). 

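The overlaps were also computed between lists of equal length, since the 3 libraries differed in depth. With the 4830 highest-scoring peaks of each list, 89.1% of Ubx peaks had an Abd-A partner and 77.0% had an Abd-B partner. Of the Abd-B peaks, 66.7% had a Ubx partner. With the 1000 highest-scoring peaks of each list, a setting added later, these shares were 82.8%, 47.6% and 42.9% in that order. With 5656 peaks of each list, 78.8% of Abd-A peaks had an Abd-B partner and 71.1% of Abd-B peaks had an Abd-A partner. The paper reasons from the near-complete sharing of Ubx and Abd-A sites, set against the Abd-B sites found in neither list, to its conclusion on the specificity of Hox proteins.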

We conclude that Hox proteins exhibit clear target specificity when binding to Kc167 cell chromatin.

**Fig. 1:**
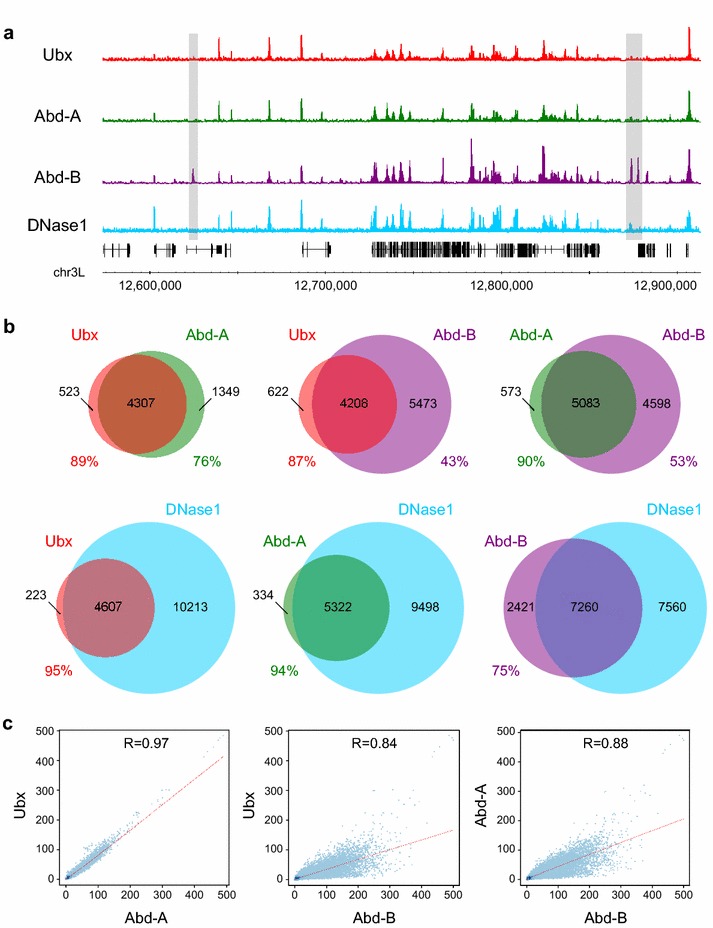
Hox protein binding and chromatin accessibility in Kc167 cells. **a** Comparison of binding profiles of the three Bithorax complex Hox proteins (Ubx, Abd-A and Abd-B) and DNase1 accessibility in Kc167 cells. Examples of Abd-B specific peaks are highlighted in *grey*. **b** Venn diagrams showing overlap analysis of binding peaks. Hox peaks are q-value 1e−10 and DNase1 peaks are q-value 1e−2. Percentage overlap is indicated. The overlap of Abd-A and Ubx is reinforced by stringent versus relaxed analysis (i.e. overlap of q-value 1e−10 peaks with q-value 1e−2 peaks); for example, Abd-A stringent almost completely overlaps Ubx relaxed (99.6 %), whereas Abd-B stringent only has 75 % overlap with Ubx relaxed. **c** *Scatter plots* showing Pearson’s correlations between the Hox protein binding profiles based on binding score per 1 kb window. The Ubx and Abd-A profiles are highly correlated, while the correlations with Abd-B are lower and the binding scores more scattered

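The regions shaded in Fig. 1a lie on 3L and held 3 Abd-B peaks at a q-value of 1e-10. They ran from 12624161 to 12624783 (score 65.6, rank 4988 in the Abd-B list), from 12873470 to 12874332 (score 149, rank 1481) and from 12877333 to 12878053 (score 162, rank 1250) of BDGP release 5. Neither Ubx nor Abd-A had a peak in these regions at either q-value. The region boundaries were read from the axis of the figure.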

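At the relaxed q-value, 5633 of the stringent Abd-A peaks (99.6%; Wilson interval 99.4 to 99.7) had a Ubx partner. The same comparison gave 7228 Abd-B peaks (74.7%), which left 2453 Abd-B peaks (25.3%) without a relaxed Ubx partner. No rotation of the relaxed Ubx list reached either share.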

To investigate how much of the observed Hox binding to chromatin is dependent on direct DNA binding, we compared the binding of the wild type Ubx protein with a Ubx protein carrying mutations in homeodomain residues mediating DNA contact (Arg3, Arg5, Ile47, Gln50 and Asn51 of the homeodomain; Fig. 2a); these mutations have been shown to abolish DNA-binding in vitro [22, 23]. 

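Experiment 2 profiled wild type Ubx, the Ubx mutant and Ubx with Hth. There was 1 replicate of wild type Ubx and 2 of each of the others, so wild type Ubx has no replicate check. The reads were 100 bp long, and Table S1 of the paper lists 21077873 clean reads for wild type Ubx and 88244953 for the mutant, 4.19 times as many. The authors made the lists as for the other experiment and used the input of Experiment 1 as the control, so the control had shorter reads than the samples. The median width of stringent peaks was 464 bp for wild type Ubx and 302 bp for the mutant.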

The binding profiles of wild type and mutant Ubx clearly demonstrate that mutation of DNA contact residues produces a strong reduction in binding (Fig. 2b). 

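Among wild type Ubx peaks, 1440 (34.1%; Wilson interval 32.7 to 35.6) had a mutant partner and 2778 (65.9%) had none. The number of peaks fell by 2425 from wild type to mutant at a q-value of 1e-10. Of the mutant peaks, 1596 (89.0%; 87.5 to 90.4) had a wild type partner. The highest share in 1000 rotations was 2.92% for wild type and 7.25% for mutant peaks. At a q-value of 1e-2 the order of the lists changed, with 8672 wild type peaks and 9346 mutant peaks.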

We observed a reduction in binding peaks from 4218 with wild type Ubx, to 1793 with mutant Ubx, with approximately 66 % of wild type Ubx peaks showing no overlap with mutant Ubx peaks (Fig. 2c). In addition, the DNA sequences underlying mutant Ubx binding peaks are not enriched for Hox Position Weight Matrices (PWMs; see below and Fig. 4b). Thus the majority of the Hox-GFP binding we observe is likely to depend on direct interaction with DNA rather than indirect binding through, for example, protein–protein interactions.

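When partners were sought in the relaxed mutant list, an alternative chosen after seeing the data, 565 stringent wild type peaks (13.4%) had none. Among the 422 wild type peaks with the highest scores, 10% of the list, 10.4% had no stringent mutant partner and 0 had no relaxed one, which allows a share of up to 0.902% (upper Wilson bound). In the 10% of the list with the lowest scores, 91.4% had no stringent mutant partner. A relaxed mutant partner shows that a peak was called, not how strong the binding was. The paper reports strongly reduced mutant binding in read-normalized profiles, fewer peaks in the mutant and no enrichment for Hox matrices under its remaining peaks. From these it proposes that most of the binding depends on contact with DNA.

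**Figure D2:**
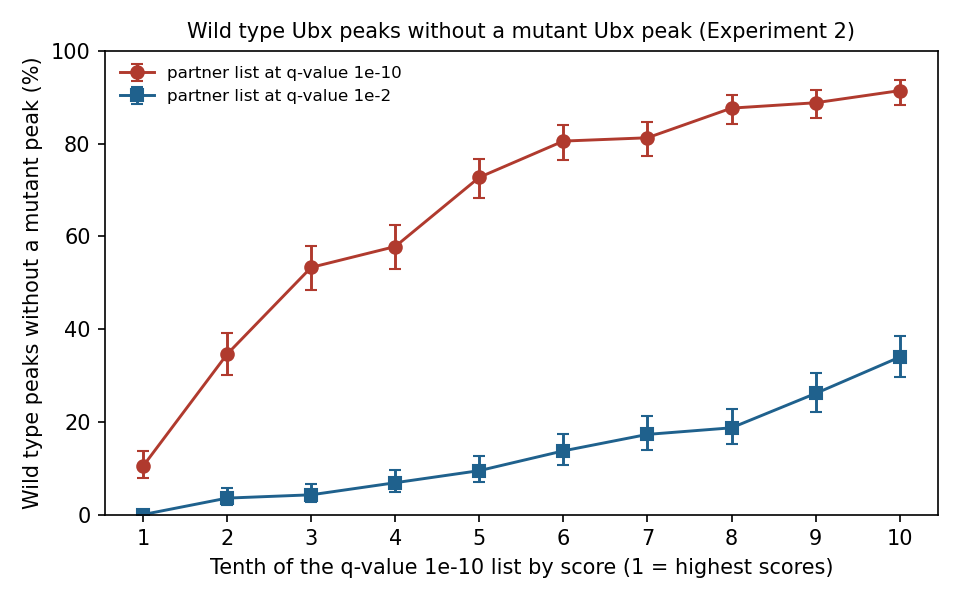
Share of wild type Ubx peaks (%) without a mutant Ubx peak (y axis) in each of 10 parts of the stringent wild type list ordered by score (x axis, 1 holds the highest scores). Red circles give the share against the mutant list at a q-value of 1e-10, blue squares that against the mutant list at 1e-2, and bars are Wilson 95% intervals; in the last part the share was 34.0% against the relaxed list.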

**Fig. 2:**
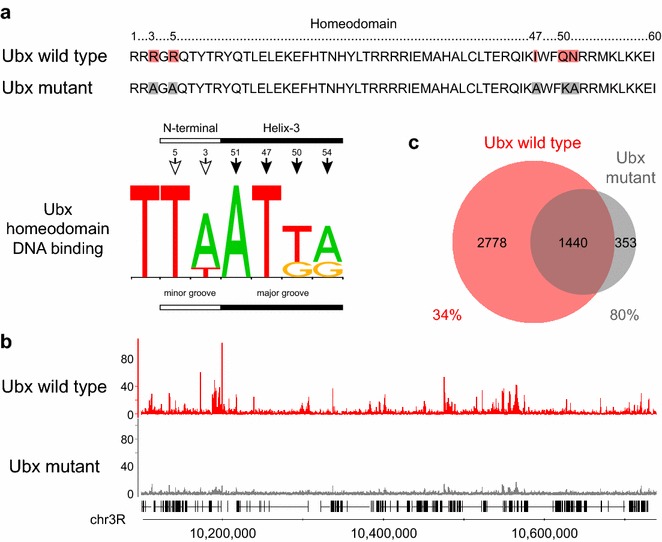
Binding of the Hox-GFP fusion proteins in Kc167 cells is mainly dependent on direct interaction with DNA. **a** The homeodomain sequence of Ubx protein. The Arg3, Arg5, Ile47, Gln50 and Asn51 residues, mediating DNA contacts in the major and minor groves (red in Ubx wild type) were mutated to Ala3, Ala5, Ala47, Lys50 and Ala51 (*grey* in Ubx mutant), abolishing the ability to bind DNA. The Ubx motif sequence logo is from the JASPAR database (MA0094.2). **b** Comparison of the binding profiles (with fragment pileup signal normalized per million reads) of wild type and mutant Ubx (Experiment 2), with the mutant showing a strong reduction in binding. **c** Venn diagram showing the overlap of binding peaks (q-value 1e−10) between Ubx wild type and mutant. About 66 % of Ubx wild type peaks do not overlap with Ubx mutant peaks

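The 3 highest-scoring mutant peaks without a stringent wild type partner lay on 3L from 23842336 to 23842649 (score 212), on X from 21764435 to 21764742 (score 147) and on 4 from 614866 to 615108 (score 108.5) of BDGP release 5. None of them had a partner in a list of Experiment 1 at either q-value. The peaks on 3L and X had a relaxed wild type partner, and the peak on 4 had none.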

### Ubx binds at additional sites in the presence of Exd and Hth

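The other profile of Experiment 2 came from cells that express Hth together with Ubx-GFP, in 2 biological replicates. Table S1 of the paper lists 118798901 clean reads for it, 5.64 times those of the single replicate of Ubx alone, from which the comparison is made. The median width of its stringent peaks was 483 bp.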

To test the role the Hox cofactors Exd and Hth play in Hox binding, we transfected Kc167 cells with a bicistronic construct expressing the Ubx-GFP fusion together with Hth (Fig. 3a) and assayed Ubx binding by ChIP-Seq. As shown in Fig. 3b, although Kc167 cells express Exd, it is exclusively cytoplasmic due to the absence of Hth. The provision of Hth enables the nuclear accumulation of Exd and thus nuclear availability of both cofactors. In comparison with Ubx alone, the expression of Ubx in conjunction with Hth leads to a considerable increase in Ubx binding, with over 4000 high stringency (q-value 1e−10) additional binding peaks (Fig. 3c, d). This clearly demonstrates that the Exd and Hth cofactors can change the binding specificity of Ubx and enable binding at a large number of new sites.

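With Hth, 7971 Ubx peaks were called at a q-value of 1e-10. Of these, 3876 (48.6%; Wilson interval 47.5 to 49.7) had a partner in the list of Ubx alone and 4095 (51.4%) had none. Conversely, 4144 peaks of Ubx alone (98.2%; 97.8 to 98.6) had a Ubx+Hth partner. Rotations gave at most 5.76% and 11.7% in the 2 directions. With the Ubx+Hth list shortened to its 4218 highest-scoring peaks, the length of the list of Ubx alone, 1157 had no partner.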

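Partners were also sought in the relaxed list of Ubx alone, an alternative chosen after seeing the data, and 1040 stringent Ubx+Hth peaks (13.0%) had none. The 3 highest-scoring Ubx+Hth peaks without a stringent partner lay on 2L from 5889662 to 5890430 (score 315), on 3L from 2392649 to 2393378 (score 298) and on 2R from 8746434 to 8746995 (score 289) of BDGP release 5. All 3 had a relaxed partner in the list of Ubx alone. The paper concludes from the additional peaks that the cofactors change where Ubx binds. It later adds the enrichment of Exd and Hth motifs in peaks specific to Ubx+Hth, which was not examined here.

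**Figure D3:**
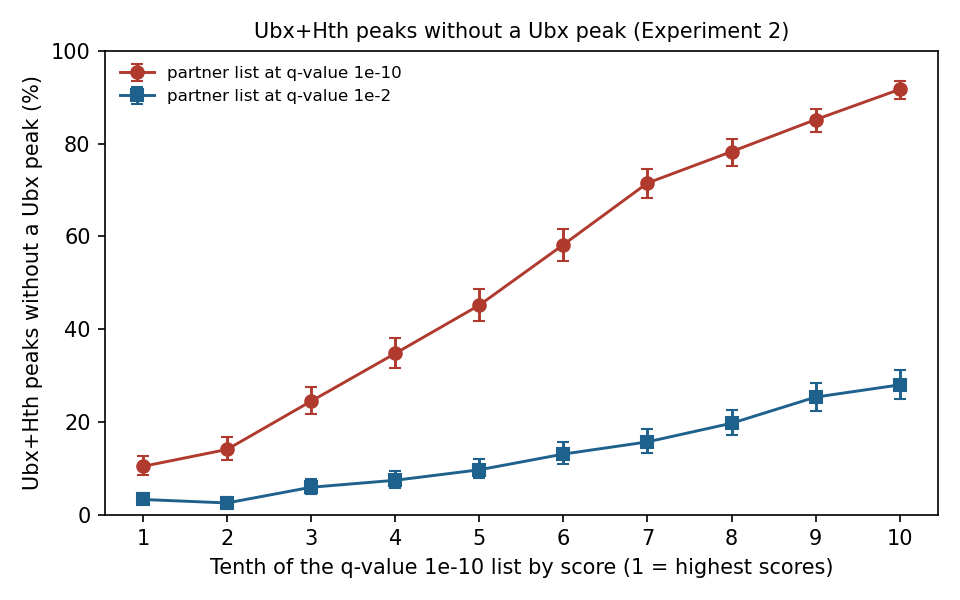
Share of Ubx+Hth peaks (%) without a peak of Ubx alone (y axis) in each of 10 parts of the stringent Ubx+Hth list ordered by score (x axis, 1 holds the highest scores). Red circles give the share against the Ubx list at a q-value of 1e-10, from 10.4% in the first part to 91.7% in the last, blue squares that against the Ubx list at 1e-2, from 3.26% to 28.0%, and bars are Wilson 95% intervals.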

**Fig. 3:**
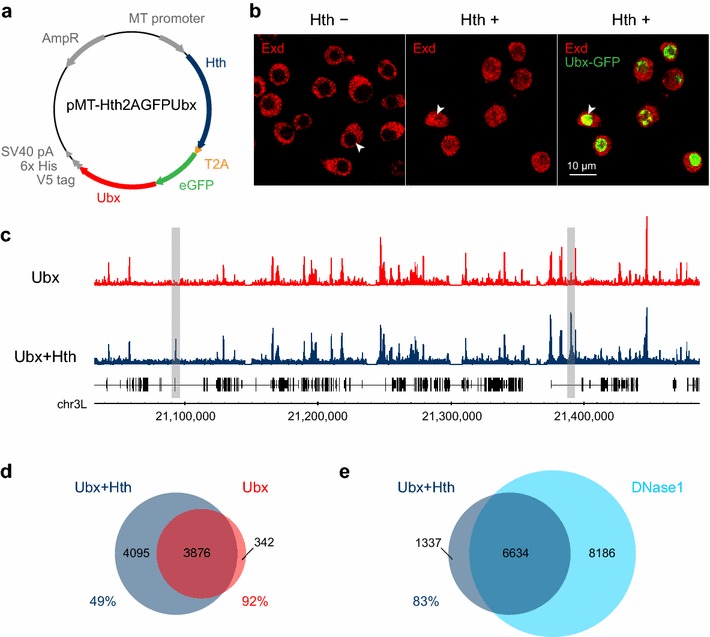
Hox cofactors Exd and Hth alter the binding profile of Ubx. **a** The pMT-Hth2AGFPUbx bicistronic expression vector used to co-express Hth and Ubx-GFP in Kc167 cells. The construct contains the *Drosophila* metallothionein (MT) promoter, Hth cDNA isoform A, *Thosea asigna* 2A self-cleaving peptide (T2A), enhanced Green Fluorescent Protein (eGFP) fused to Ubx cDNA isoform E, C-terminal peptide (containing V5 and polyhistidine tags and SV40 polyadenylation signal), and an ampicillin resistance gene. **b** Exd immunolabelling (*red*) was used to confirm that transfection of Kc167 cells with pMT-Hth2AGFPUbx results in the expression of functional Hth with Hth-dependant recruitment of Exd into the nucleus. *Left*: In non-transfected cells (Hth−), Exd is excluded from the nucleus (*arrowhead*). *Middle*: In transfected cells (Hth+), Hth induces nuclear accumulation of Exd protein (arrowhead). Right: Same as ‘Middle’ but also showing Ubx-GFP (*green*). Hth +/− cells were separated by FACS following transfection (Additional file 1: Figure S1). **c** Comparison of binding profiles of Ubx and Ubx in the presence of Hth (Experiment 2). Examples of cofactor-dependent binding are highlighted in *grey*. **d** Venn diagram showing the overlap of binding peaks (q-value 1e–10) between Ubx and Ubx + Hth. 51 % of the Ubx + Hth peaks are novel. **e** Venn diagram showing the overlap of binding peaks between Ubx + Hth and DNase1 (q-value 1e–10 for Ubx + Hth and 1e–2 for DNase1). 17 % of the Ubx + Hth peaks are in DNase1 inaccessible chromatin

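In the shaded regions of Fig. 3c, read from its axis, a Ubx+Hth peak ran on 3L from 21092943 to 21093248 of BDGP release 5 (score 69.2, rank 2850), where Ubx alone had no peak at either q-value. A second Ubx+Hth peak ran from 21389821 to 21390855 (score 250.34, rank 154). Ubx alone had a peak there only at a q-value of 1e-2, from 21389986 to 21390578 (score 9.21). In Experiment 1, Ubx without Hth had a stringent peak at this site from 21390362 to 21390618 (score 17.9). A neighbouring Ubx+Hth peak at the edge of the region, which starts at 21393051 and is 950 bp wide (score 136), had a stringent partner in Ubx alone from 21393205 to 21393760 (score 57.8).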

### Hox protein binding and chromatin accessibility

In our previous analysis of genome-wide Ubx and Hth binding in *Drosophila* embryos and imaginal discs, we suggested that the similarity in the Ubx and Hth binding profiles and the exclusion of Ubx and Hth binding from repressed chromatin indicated a major role for chromatin accessibility in governing the binding of these transcription factors [14]. Genome-wide chromatin accessibility has been mapped in the Kc167 cell line by DNase1 profiling [24], and comparing the DNase1 profile to the Hox binding profiles reveals a very strong association between binding and accessibility (Fig. 1a). Overlap analysis (Fig. 1b) indicates that virtually all of the Ubx and Abd-A binding is in pre-existing DNase1 accessible chromatin; for example 95 % of Ubx peaks overlap DNase1 peaks. For Abd-B binding, there is considerable overlap with accessible chromatin, with 75 % of Abd-B peaks overlapping DNase1 peaks. However, in this case we also observe a considerable portion of the binding (25 %) that does not overlap DNase1 peaks. This indicates that Abd-B binds to regions whose accessibility is low prior to the expression of Abd-B, suggesting that Abd-B is able to compete with nucleosomes. For Ubx binding in the presence of Hth (Fig. 3e), the situation is similar to Abd-B; there is considerable overlap with accessible chromatin, with 83 % of Ubx + Hth peaks overlapping DNase1 peaks, and the remaining 17 % of binding occurring in DNase1 inaccessible chromatin.

### Binding motif analysis

To understand the DNA sequences underpinning the Hox binding profiles we performed motif enrichment analysis using PWMs for members of the *Drosophila* Hox family in the MotifDb database. Since the Ubx and Abd-A binding profiles strongly mirror the chromatin accessibility profile, we first examined the DNase1 peaks and found they do not show enrichment for Hox PWMs (Fig. 4a). Initial analysis of Ubx peaks revealed modest enrichment for Hox PWMs. However, the relative level of Ubx versus DNase1 signal varies for different Ubx peaks, so we decided to focus our analysis on the Ubx peaks that show the highest differential between Hox binding and DNase1 accessibility. As shown in Fig. 4a, these peaks show clear enrichment for Hox PWMs. All the Hox PWMs show some enrichment, although the enrichment scores for the posterior Hox PWMs (Antp, Ubx, Abd-A and Abd-B) are higher than for the anterior Hox PWMs (Lab, Dfd and Scr). Interestingly, Abd-B motifs, rather than Ubx motifs, show the highest enrichment. The PWMs for the Hox cofactors show little if any enrichment, in agreement with the fact that these proteins are not functional in Kc167 cells. As described above, the peaks associated with the mutant Ubx protein show no enrichment for Hox PWMs (Fig. 4b). We interpret these data to indicate that, although the Ubx profile closely mirrors chromatin accessibility, Ubx does not bind non-specifically but rather shows clear specificity for Hox PWM motifs within accessible chromatin.

**Fig. 4:**
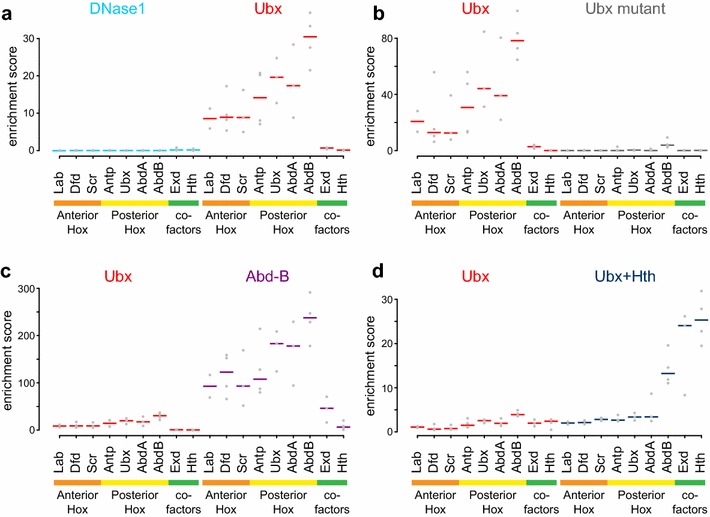
Motif enrichment analysis of the DNA sequences underpinning the binding profiles. Motif enrichment analysis was performed using PWMEnrich for the Hox and Hox cofactor PWM motifs in the MotifDb database. Enrichment scores [log_10_(1/p-value)] for individual motifs are indicated (*grey dots*) together with median for each motif set (*coloured bar*). **a** Comparing motif enrichments for DNase1 (1000 random q-value 1e–2 peaks) and Ubx (1000 q-value 1e–2 peaks with highest Ubx versus DNase1 differential signal; Experiment 1) reveals that DNase1 peaks in general are not enriched for Hox PWMs, whereas Ubx peaks show clear enrichment with the posterior Hox gene PWMs showing the highest enrichment. Little or no enrichment is observed for Hox cofactor PWMs. **b** Comparing Ubx wild type (1000 q-value 1e−10 peaks with highest Ubx versus DNase1 differential signal; Experiment 2) and Ubx mutant (1000 q-value 1e−10 peaks with highest Ubx mutant versus DNase1 differential signal), reveals lack of Hox and Hox cofactor PWM enrichment in Ubx mutant peaks. **c** Comparing Ubx (1000 q-value 1e–2 peaks with highest Ubx versus DNase1 differential signal; Experiment 1) and Abd-B (1000 q-value 1e–2 peaks with highest Abd-B versus DNase1 differential signal), demonstrates that Abd-B peaks have markedly higher enrichments for Hox PWMs but otherwise a similar enrichment profile (cf. Ubx in **a**). **d** Comparing Ubx (328 random q-value 1e–2 peaks common to Ubx Experiment 2 and Ubx + Hth) and Ubx + Hth (328 q-value 1e–2 peaks specific to Ubx + Hth); in the presence of Exd and Hth, the enrichment of Exd and Hth PWMs in the Ubx peaks is increased and the enrichment of Hox PWMs is shifted towards a greater relative preference for Abd-B motifs

This view is supported by the lack of Hox PWMs in DNase1 accessible regions that show no Ubx binding. For example, the Abd-B PWM “AbdB_SOLEXA_FBgn0000015” is highly enriched in the peaks that show higher Ubx versus DNase1 signal (17th out of the 709 motifs in the MotifDb database, p = 4.8e−34). For the general class of Ubx peaks that overlap DNase1 accessible regions, this Abd-B PWM is still enriched but its ranking drops to 61st (p = 3.3e−16). However, in the DNase1 regions with no Ubx binding, this motif is ranked bottom of the list (p = 1). This indicates that we do not detect Ubx binding in accessible chromatin that lacks Hox PWMs.

Comparing Abd-B peaks with Ubx peaks, again examining peaks with the highest differential between Hox binding and DNase1 accessibility, we find that Abd-B peaks show higher enrichment for Hox PWMs (Fig. 4c). The relative enrichments of the different Hox PWMs show a similar pattern to the Ubx peaks, with the PWMs for the more posterior Hox genes showing highest enrichments.

We then examined the effect of adding the Exd and Hth cofactors on Hox PWM enrichments in the Ubx peaks. The presence of these cofactors results in a dramatic increase in the enrichments for Exd and Hth PWMs (Fig. 4d), and the relative enrichments of the Hox PWMs appear to be shifted towards a greater preference for the Abd-B PWM. Overall this indicates that, in conjunction with Exd and Hth, Ubx can bind at a novel set of sites that have Hox, Exd and Hth motifs and that association with cofactors alters Ubx binding preference.

### Analysis of Hox DNA-binding “fingerprints”

To further examine the sequence specificity of Hox binding, we measured the enrichment of specific k-mer sequences derived from in vitro SELEX-Seq studies; a set of core Hox binding 5-mers and a set of 8-mer sequences associated with Hox-cofactor binding that have been used to generate sequence preference “fingerprints” for different Hox proteins [9]. Examining the set of Hox binding 5-mers, we find that Ubx, Abd-A and Abd-B show a similar profile, with TTTAT (red) being the most highly enriched and TGGAT (yellow) being depleted relative to background sequences. Abd-B shows higher enrichments and a profile of enrichment that differs slightly from that of Ubx and Abd-A, but overall it appears that in the absence of Exd and Hth, these three Hox proteins bind very similar sequences in vivo (Fig. 5a). For Ubx in the presence of Exd and Hth, the 5-mer enrichment profile is considerably altered compared to Ubx on its own, showing both higher scores and changes in the relative enrichments of particular motifs (Fig. 5b). Some of these changes may be related to the inclusion of Exd and Hth binding motifs in the peak sequences; notably the dark green k-mer containing the core Exd motif TGAT [13] is more enriched. In addition, the red k-mer, containing the core Hox motif TTAT, is relatively more enriched compared to the dark blue k-mer containing the core TAAT motif. This fits with the enhanced enrichment of Abd-B family PWMs (with the Hox core consensus TTAT; [13]) over Ubx family PWMs (with the Hox core consensus TAAT; [13]) noted in the PWMEnrich analysis in Fig. 4d. Overall, this supports a cofactor-dependent modification of Hox binding specificity in vivo that is in line with the “latent specificity” model derived from in vitro data [9].

**Fig. 5:**
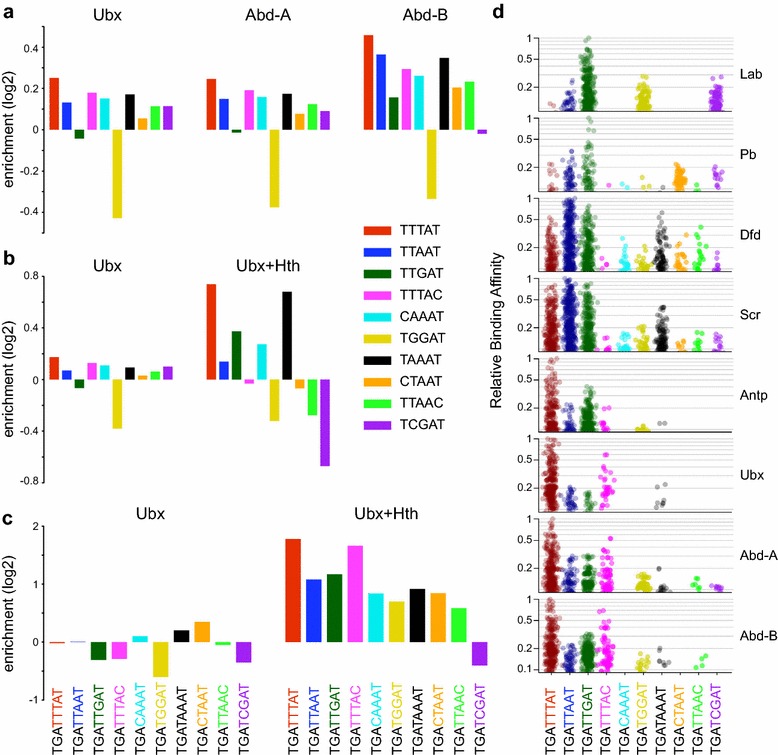
Preferential Hox DNA-binding fingerprints. An enrichment score based on k-mer frequency per kb, in selected peak sets versus background sequence, is plotted for 5-mer and 8-mer sequences derived from the Slattery et al. in vitro SELEX-Seq study on Hox protein binding [9]. **a** Enrichment of a set of Hox monomer binding 5-mers for Ubx (all q-value 1e–2 peaks, Experiment 1), Abd-A (all q-value 1e–2 peaks) and Abd-B (all q-value 1e–2 peaks). Although the Abd-B peaks show higher enrichments, overall the three Hox proteins have very similar 5-mer enrichment profiles. **b** Comparative 5-mer enrichment analysis between Ubx (all q-value 1e–2 peaks, Experiment 2) and Ubx + Hth (328 peaks specific to Ubx + Hth, using q-value 1e–2 peaks) reveals specific changes in the enrichment profile; in the Ubx + Hth peaks, the TTGAT (*dark green*) 5-mer containing the core Exd motif ‘TGAT’ [13] is preferentially enriched, and the TTTAT (*red*) 5-mer containing the core Hox motif ‘TTAT’ is more enriched relative to the TTAAT (*dark blue*) 5-mer containing the core ‘TAAT’ motif. **c** Enrichment of a set of Exd-Hox dimer binding 8-mers for Ubx (all q-value 1e–2 peaks, Experiment 2) and Ubx + Hth (highest 1000 peaks specific to Ubx + Hth from the overlap between Ubx + Hth and Ubx alone, using q-value 1e–2 peaks, Experiment 2). The 8-mer fingerprint of Ubx in the presence of Exd and Hth strongly resembles the posterior Hox class fingerprints from the SELEX-Seq study (see Fig. 5d). The TGATTTAT (*red*) and TGATTTAC (*magenta*) 8-mers clearly relate the in vivo fingerprint to the in vitro posterior Hox fingerprints. **d** Strip charts showing the distribution of relative binding affinities for each of the eight Exd-Hox dimers to a set of core Exd-Hox binding 8-mers. Image was reproduced from the SELEX-Seq study [9], with permission from Elsevier

The SELEX-Seq analysis investigated in vitro Hox binding preferences in the presence of cofactors using full-length Exd and a truncated Hth that contains the Exd interaction domain but not the homeodomain [9]. Based on a set of 8-mer sequences, this analysis indicated that different Hox proteins, in association with Exd and Hth, exhibit preferential binding profiles or “fingerprints” which fall into three classes: an anterior class of Lab and Pb, a central class of Dfd and Scr and a posterior class of Antp, Ubx, Abd-A and Abd-B, each class displaying preferential binding to a distinct combination of 8-mers. We compared the in vivo 8-mer enrichment profile for Ubx binding in the presence of Exd and Hth with the in vitro SELEX-Seq fingerprints, and found that it strongly resembles the posterior class fingerprint (Fig. 5c, d); with TGATTTAT (red) being most enriched, followed by TGATTTAC (magenta), then TGATTGAT (dark green) and TGATTAAT (dark blue). Two additional features are worth mentioning: first, the in vivo Ubx profile resembles the general posterior class fingerprint rather than the Ubx fingerprint specifically (i.e. it does not show the prevalence of TGATAAAT (black) over TGATGGAT (yellow) that is a feature of the in vitro Ubx fingerprint). Second, two 8-mers, TGACAAAT (light blue) and TGACTAAT (orange), are prominent in the in vivo profile but not in the in vitro fingerprint. This is interesting since both these sequences contain TGAC, a core Hth binding motif. The in vitro fingerprints were derived from complexes lacking the Hth DNA-binding domain; the enrichment of the TGAC-containing 8-mers suggests that the specific DNA binding of Hth plays a role in the in vivo targeting of the Ubx-cofactor complex.

### Hox competition with chromatin

Whereas the Ubx and Abd-A binding peaks almost completely overlap DNase1 accessible regions, the overlap analysis indicated that a considerable proportion of the Abd-B peaks are not associated with accessible chromatin (Fig. 1b). Binding of Abd-B in DNase1 inaccessible chromatin is particularly associated with the Abd-B specific peaks; while 97 % of the Abd-B and Ubx common peaks overlap DNase1 peaks, only 58 % of the Abd-B specific peaks do (Fig. 6a).

**Fig. 6:**
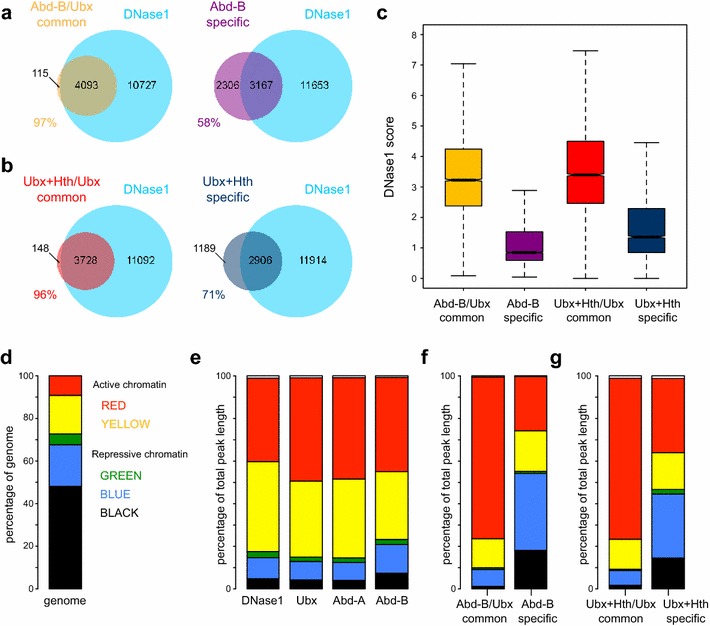
Abd-B specific and cofactor-dependent Ubx peaks in DNase1-inaccessible chromatin. **a** Comparative overlap analysis between Abd-B/Ubx common and Abd-B specific peaks with DNase1 peaks. Almost all (97 %) of the Abd-B/Ubx common peaks overlap with DNase1, while only 58 % of the Abd-B specific peaks overlap with DNase1. Hox peak sets were derived by the overlap analysis of Abd-B and Ubx Experiment 1; using q-value 1e−10 peaks. DNase1 peaks are q-value 1e–2. **b** Comparative overlap analysis between Ubx + Hth/Ubx common and Ubx + Hth specific peaks with DNase1 peaks. Almost all (96 %) of the Ubx + Hth/Ubx common peaks overlap with DNase1, while only 71 % of the Ubx + Hth specific peaks overlap with DNase1. Hox peak sets were derived by the overlap analysis of Ubx + Hth and Ubx Experiment 2; using q-value 1e−10 peaks. DNase1 peaks are q-value 1e–2. **c** For each selected peak set, the median bedGraph score per peak was calculated and the distribution plotted, showing that Abd-B specific and cofactor-dependent Ubx (Ubx + Hth specific) peaks have markedly reduced DNase1 accessibility. Hox peak sets were derived by overlap analysis as described in **a** and **b** but using q-value 1e–2 peaks. **d** Using the *colour-coded* chromatin state classification scheme described in Kc cells [25], the plot shows the prevalence of different chromatin states across the Kc cell genome. **e** Chromatin state prevalence plots for DNase1 (all q-value 1e–2 peaks), Ubx (all q-value 1e–2 peaks, Experiment 1), Abd-A (all q-value 1e–2 peaks) and Abd-B (all q-value 1e–2 peaks). **f** Chromatin state prevalence plots for Abd-B/Ubx common (highest 1000 peaks) and Abd-B specific (highest 1000 peaks). Peak sets were derived as described in **c**. The Abd-B specific peaks are strongly shifted towards the ‘repressed’ *blue* and *black* states. **g** Chromatin state prevalence plots for cofactor-independent Ubx peaks (Ubx + Hth/Ubx common; highest 1000 peaks) and cofactor-dependent Ubx peaks (Ubx + Hth specific; highest 1000 peaks). Peak sets were derived as described in **c**. The cofactor-dependent Ubx peaks are strongly shifted towards the ‘repressed’ states

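The median width of the Abd-B/Ubx common peaks was 970.5 bp and that of the Abd-B specific peaks 454 bp. Their median scores were 106 and 47.5. A common peak had a higher score than a specific one with a probability of 0.8001 (95% bootstrap interval over peaks 0.792 to 0.809). At a q-value of 1e-2 there were 7350 common and 4972 specific peaks. The DNase1 peaks and chromatin states were not analysed here.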

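For Ubx+Hth the common peaks had a median width of 748 bp and a median score of 82.7, and the specific peaks had a median width of 340 bp and a median score of 33.7. The probability that a common peak scored higher was 0.827 (bootstrap interval 0.819 to 0.836). The relaxed lists gave 7692 common and 4006 specific peaks.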

The ability of Abd-B to bind DNase1 inaccessible regions is supported by an analysis of the DNase1-Seq counts in the Hox binding peaks. The Abd-B peaks in common with Ubx show high DNase1 accessibility, whereas the peaks specifically bound by Abd-B show strongly reduced accessibility (Fig. 6c). A similar situation holds for the comparison of Ubx peaks in the absence and presence of Exd and Hth. In the absence of these cofactors, the Ubx peaks largely correspond to DNase1 accessible regions by overlap analysis (Fig. 1b). The common peaks, bound by Ubx both in the absence and presence of the cofactors, show almost complete overlap (96 %) with DNase1 peaks (Fig. 6b) and have high DNase1 accessibility when assessed by DNase1-Seq count analysis (Fig. 6c). In contrast, the Ubx peaks that are cofactor-dependent show less overlap (71 %) with DNase1 peaks (Fig. 6b) and have markedly reduced accessibility when assessed by DNase1-Seq count analysis (Fig. 6c).

This relationship between Hox binding and chromatin accessibility is supported by analysis of the chromatin states associated with bound regions. We used the five-state classification derived from chromatin protein analysis in Kc167 cells [25]. As expected, in comparison to the overall prevalence of the different states across the genome, the DNase1 peaks are preferentially in the “active” red and yellow states (Fig. 6d, e). The chromatin state profile of the Ubx and Abd-A peaks closely resembles that of the DNase1 peaks, whereas for Abd-B the chromatin state profile is shifted towards the repressed blue and black states (Fig. 6e). The Abd-B peaks can be subdivided into those that overlap with the Ubx/Abd-A peaks and those that are Abd-B specific. The overlapping peaks show a clear “active” chromatin profile, similar to DNase1, whereas the Abd-B specific peaks show a profile strongly shifted towards the “repressed” blue and black states (Fig. 6f). A similar situation holds for the comparison of cofactor-independent versus cofactor-dependent Ubx peaks. The cofactor-independent peaks (i.e. the peaks that are common between Ubx binding on its own and Ubx binding in the presence of Exd/Hth) show an “active” chromatin profile, whereas the cofactor-dependent peaks (i.e. the peaks occurring only in the presence of Exd/Hth) show a chromatin profile markedly shifted towards the “repressed states” (Fig. 6g).

Overall, these data indicate that, although much of the Hox binding is to open chromatin, there are two situations where Hox proteins can bind in less-accessible regions: Abd-B specific binding and cofactor-dependent Ubx binding. In the latter situation, the interaction between Ubx and the cofactors Exd/Hth provides a rationale for the ability of Ubx to bind in less-accessible chromatin. However what is the basis for Abd-B’s specific ability to access a set of relatively closed chromatin regions? One possibility is that Abd-B can uniquely recruit a cofactor present in Kc167 cells; while we do not have strong evidence against the Abd-B cofactor idea, we do not see a clear candidate cofactor binding motif co-enriched with Hox motifs in these regions. Alternatively these regions may contain high affinity binding sites uniquely for Abd-B. We looked at 5-mer enrichments, comparing Abd-B peaks in accessible chromatin (where Abd-B largely binds in common with Ubx and Abd-A) with Abd-B peaks in DNase1-inaccessible regions and find that, although 5-mer enrichments are generally higher for the latter, the relative enrichments of the different k-mers are similar (Fig. 7a).

**Fig. 7:**
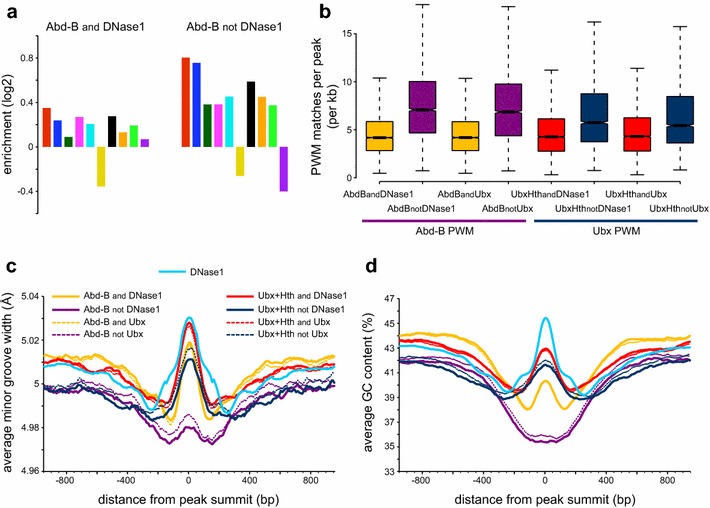
Characteristics of Abd-B peaks in DNase1-inaccessible chromatin. **a** Enrichment of a set of core Hox binding 5-mers (as described in Fig. 5) in Abd-B peaks in accessible (Abd-B and DNase1) and inaccessible (Abd-B not DNase1) chromatin. Peak sets were derived by the overlap analysis of Abd-B and DNase1; using q-value 1e–2 peaks. Although the DNase1-inaccessible peaks generally have higher 5-mer enrichments, the profiles are similar. **b** Density analysis of matches to the Abd-B PWM (MA0165.1, JASPAR database) on the left and to the Ubx PWM (MA0094.2, JASPAR database) on the *right*. The Abd-B peaks in inaccessible chromatin (AbdBnotDNase1) and the Abd-B specific peaks (AbdBnotUbx) have a higher density of matches to the Abd-B PWM compared to peaks in accessible chromatin (AbdBandDNase1) or Abd-B/Ubx common peaks (AbdBandUbx). Similarly, the cofactor-dependent Ubx peaks (UbxHthnotUbx) have a higher density of matches to the Ubx PWM compared to cofactor-independent peaks (UbxHthandUbx). Peak sets were derived by the overlap analysis of Abd-B and DNase1, Abd-B and Ubx Experiment 1, Ubx + Hth and DNase1, and Ubx + Hth and Ubx Experiment 2; using q-value 1e–2 peaks. **c** Comparative DNA shape analysis, showing that the average predicted minor groove width for Abd-B peaks in inaccessible chromatin (Abd-B not DNase1) is narrower in a region of 200 bp centred on the peak summit, compared to the Abd-B peaks in accessible chromatin (Abd-B and DNase1) where the average predicted minor groove width is wider. This narrowing in the minor groove width is not observed in the Ubx + Hth peaks occurring in inaccessible chromatin. DNase1 peak summits have a local increase in minor groove width. Peak sets were derived as described in **b**. DNase1 peaks are q-value 1e−2. **d** Comparative GC composition analysis, showing that Abd-B peaks in inaccessible chromatin (Abd-B not DNase1) are associated with a lower GC content compared to Abd-B peaks in accessible chromatin (Abd-B and DNase1). This lower GC content is not observed in the Ubx + Hth peaks occurring in inaccessible chromatin. DNase1 peak summits have a prominent local increase in GC content. Peak sets are the same as in **c**

We identified two potentially relevant features of the Abd-B specific peaks associated with closed chromatin. First, as compared to the peaks in accessible chromatin, they have a higher density of matches to the Abd-B PWM (median 6.5 matches/kb for the “Abd-B not DNase1” peaks versus 4.5 matches/kb for the “Abd-B and DNase1” peaks, p = 0.001; Fig. 7b). Second, we find that the DNA shape profile differs between the Abd-B peaks in accessible versus inaccessible chromatin. DNA shape, particularly the width of the minor groove, has been proposed to play a major role in the specificity of Hox binding as the N-terminal arm of the homeodomain makes specific electrostatic contacts within the minor groove [22, 23]. We find that the Abd-B peaks in accessible chromatin have a predicted wider minor groove in a region of about 200 bp centred on the peak summits. As these peaks are associated with chromatin accessibility, we investigated the DNase1 peaks themselves and find that this local increase in minor groove width is a general feature of DNase1 accessible regions. In contrast, the Abd-B peaks in closed chromatin have a narrower minor groove (Fig. 7c). A narrow minor groove has been associated with Hox binding affinity and specificity as it allows for stronger ionic interactions [26, 27]. This difference in DNA shape is also associated with a lower GC content for the Abd-B peaks in closed chromatin (Fig. 7d).

## Discussion

We have performed a comparative analysis of Hox protein binding specificity in the context of chromatin in *Drosophila* tissue culture cells, extending previous in vitro analyses of Hox protein specificity and revealing a strong influence of chromatin accessibility on Hox binding. Our investigation also allowed an in vivo assessment of previously defined in vitro Hox binding preferences and an analysis of the role of the major Hox cofactors, Exd and Hth.

While it has been accepted for some time that the nucleosomal organization of chromatin is likely to play a major role in restricting transcription factor binding in the genome (reviewed in [28]), the issue has been brought into focus by the desire to predict transcription factor binding on the basis of sequence, and the realization from genome-wide ChIP studies, that generally only a very small fraction of predicted transcription factor binding sites are actually occupied in vivo. Strong association between chromatin accessibility and the binding of a variety of transcription factors has been observed [17] although it is difficult to separate cause and effect in studies on developmental tissues. In experiments on inducible transcription factor binding, the prior chromatin accessibility state has been clearly shown to dictate the binding sites for Heat Shock Factor and the glucocorticoid receptor [29, 30]. In contrast, the reprogramming factors Oct4, Sox2 and Klf4 preferentially bind closed chromatin [31]. In our studies, using exogenous expression of Hox proteins in a cell line, we also relate the Hox binding profiles to the pre-existing state of chromatin accessibility. We find that Ubx and Abd-A binding is almost exclusively in accessible chromatin, whereas Abd-B can additionally bind to regions whose accessibility is low prior to the expression of Abd-B. Interestingly, Ubx is also able to bind in less-accessible chromatin in the presence of the Exd and Hth cofactors. These results confirm expectations that nucleosomes play a major role in restricting Hox protein access to binding sites [14, 32], but also reveal circumstances where Hox proteins can effectively compete with nucleosomes to access sites residing in DNase1 inaccessible chromatin. This indicates that a key issue in understanding Hox binding specificity is how Hox proteins compete with nucleosomes and this is a major question for the understanding of transcription factor binding in general. Our observation of two different situations where Hox proteins can effectively compete provides insight into this process. We have investigated the sequence characteristics of the subset of Abd-B peaks occurring in inaccessible chromatin to probe the basis of Abd-B’s pioneer activity at these sites. One possibility is that these sites contain particularly high affinity Abd-B DNA-binding motifs; however at least when using a set of Hox monomer binding 5-mers we find little evidence for this, since the enrichment profile of these 5-mers is very similar for Abd-B peaks occurring in accessible and inaccessible chromatin. We did however find an increased density of matches to the Abd-B PWM in peaks occurring in inaccessible chromatin, suggesting that a critical factor may be the number of Abd-B molecules able to bind in a particular region. We also observed an interesting connection to DNA shape. We show that DNase1 accessible regions are generally associated with a small local increase in DNA minor groove width over a region of about 200 bp centred on the DNase1 peak summits (Fig. 7c). This is potentially important as wider minor grooves decrease the negative electrostatic potential of the DNA and are associated with weaker histone-DNA interactions [27, 33]. While the Abd-B/Ubx common peaks also show a similar local widening of minor groove width, the Abd-B specific sites do not. The Abd-B specific sites tend to have narrower minor grooves, a feature that is associated with increased Hox protein binding affinity due to enhanced electrostatic interaction with the N-terminal arm of the homeodomain [26, 34]. The relative effect of DNA shape on nucleosome stability versus homeodomain binding affinity may set in place a fine competitive balance for binding at these sites. For Ubx, the provision of the Hox cofactors Exd and Hth allows Ubx to bind at sites in DNase1 inaccessible chromatin that are not bound in the absence of the cofactors. This provides strong in vivo evidence supporting the key role these cofactors play in Hox protein binding as suggested by in vitro studies [3–5]. It also suggests that an important role of cofactors in vivo involves the establishment of Hox binding through competition with nucleosomes at target sites. The cofactor-dependent Ubx peaks are associated with enrichment of Hox, Exd and Hth binding motifs indicating the involvement of the binding of several proteins. The common theme we see between the two types of binding in DNase1 inaccessible chromatin, Abd-B specific peaks and cofactor-dependent Ubx peaks, is the multiple binding of proteins at these sites. The combined effect of multiple protein binding events may be the basis for effective competition with nucleosomes, consistent with the collaborative competition mechanism proposed by Miller and Widom [35].

One caveat to our interpretation of the Abd-B specific binding and cofactor-dependent Ubx binding in DNase1 inaccessible chromatin is the possibility of indirect effects. For example, Abd-B could activate the expression of a transcription factor responsible for opening the chromatin at novel sites. Although it is difficult to exclude indirect effects, we see no evidence for them. We do not find a clear novel DNA motif at the Abd-B specific sites. Also, the cofactor-dependent Ubx peaks show strong enrichment of Exd and Hth motifs, consistent with a direct effect.

Extensive in vitro analysis of Hox DNA-binding preferences has identified that, while they all bind short AT-rich sequences, the individual Hox proteins have subtly different preferred motifs [12, 13]. We find some support for the relevance of these preferences for in vivo binding in that the binding peaks of Ubx, Abd-A and Abd-B all show better enrichment scores for PWMs of posterior Hox proteins (Ubx, Abd-A and Abd-B) compared to PWMs of anterior Hox proteins (Lab, Dfd and Scr). However, within the posterior class there is no clear correlation between the in vitro preferences and the in vivo enrichments since the Abd-B PWMs show the highest enrichment for all three of the posterior Hox proteins we assayed. Overall, we do not see clear evidence for distinct motifs bound by Ubx, Abd-A or Abd-B.

In vitro, DNA-binding specificity of Hox proteins is enhanced by the Exd and Hth cofactors [3–5], and we identify a Hox/Exd consensus binding motif (5′-TGATTTAT-3′) as the most enriched motif in de novo motif searches on the cofactor-dependent Ubx peak sequences (Additional file 1: Figure S3). The cofactor-dependent Ubx binding peaks show an 8-mer enrichment fingerprint that closely matches the in vitro SELEX-Seq Ubx-Exd fingerprint [9], with clear features that place it in the posterior Hox class. However, the match is to the posterior Hox class as a whole rather than specifically to the Ubx fingerprint.

In terms of in vivo target specificity, we find that Ubx and Abd-A bind at very similar sites, whereas Abd-B binds, in addition, at a specific set of targets. This fits well with the in vivo functions of these Hox proteins. Ectopic expression of Ubx and Abd-A in embryos specifies similar anterior abdominal segments, whereas Abd-B expression determines the more distinct posterior abdomen [36–39]. In wing imaginal discs, ectopic expression of either Ubx or Abd-A generates very similar transformations of wing into haltere, whereas Abd-B generates only a partial transformation into haltere-like tissue [40]. Abd-B is also at the top of the posterior dominance hierarchy and its effects can over-ride those of Ubx and Abd-A [41, 42].

A close connection between chromatin accessibility and Hox function is also indicated by experiments comparing chromatin accessibility in Hox-regulated tissues. For example, the chromatin accessibility profile of wing and haltere imaginal discs are strikingly similar [43]. Thus although Ubx specifies haltere rather than wing development, this regulation of appendage morphology occurs with little change to the genomic open chromatin profile, suggesting that Ubx acts predominantly on regulatory elements that are already accessible in the “ground state” wing developmental program.

Our experiments focus on Hox binding rather than overall Hox function and we demonstrate that Hox specificity is represented at the level of binding with the differential binding of Ubx/Abd-A versus Abd-B. The focus on binding also allows us to show that Hox cofactors do not only affect Hox function but also clearly affect the target specificity of Hox proteins in vivo, enabling Ubx to bind cofactor-dependent targets that it cannot bind on its own.

## Conclusions

We have established a flexible platform for the analysis of target specificity of Hox transcription factors in the *Drosophila* Kc167 cell line. This enables us to move beyond in vitro studies of Hox binding specificity to perform genome-wide binding analysis on an in vivo chromatin substrate. In this system, we show that Hox proteins exhibit specific binding in the absence of the canonical Hox cofactors Exd and Hth, with Abd-B targeting sites that are not bound by either Ubx or Abd-A. Nevertheless, Exd and Hth can have a strong impact on target specificity and their provision enables Ubx to bind at a novel set of targets that it cannot access in their absence. In contrast to the common Hox binding sites, both the Abd-B specific sites and the cofactor-dependent Ubx sites are in relatively closed chromatin indicating that competition with nucleosomes may play a key role in determining Hox target specificity. The involvement of chromatin in Hox binding has implications for the specificity of the downstream gene expression response to Hox regulation. This may be particularly important for the regulation of different sets of target genes in specific tissue types or particular tumour cells where much of the target gene selection may be based on differences in the chromatin landscape in the different cells.

## Methods

### Cell culture

Kc167 cells (obtained from the Drosophila Genomics Resource Center) were cultured in Schneider’s medium supplemented with 5 % foetal calf serum and antibiotics at 25 °C.

### Expression plasmid cloning

The Hox cDNA clones were obtained from the Berkeley Drosophila Genome Project (BDGP) Gold collection provided by the Drosophila Genomics Resource Center: Ubx (clone RE43738 encoding protein isoform E), Abd-A (clone RE04174 encoding protein isoform common to transcripts A/C/D), Abd-B (clone RE47096 encoding protein isoform common to transcripts A/C/D/E: the Abd-B clone had a single point deletion of an A at position 1289 (position 578 of the CDS), which was reintroduced by site-directed mutagenesis). To generate the GFP-tagged Hox expression vectors, the eGFP CDS (with stop codon removed) was cloned upstream of each Hox CDS and the resulting fusion cloned as an EcoRI-XbaI fragment in the MCS of the pMTA expression vector (Invitrogen V4120-20) under the control of the inducible *Drosophila* metallothionein promoter. The Hth cDNA clone (protein isoform A) was obtained from Richard Mann. For the co-expression of Ubx and Hth, we used a bicistronic expression vector employing the 2A peptide self-cleavage system. The Hth CDS (with stop codon removed) was cloned upstream of the eGFP-Ubx CDS, separated by the T2A peptide sequence used in pAc5-STABLE2-Neo [44]. The resulting fusion was cloned as an EcoRI-ApaI fragment in the MCS of the pMTA expression vector. To generate Ubx with mutations affecting DNA-binding, the following mutations were introduced in the Ubx homeodomain sequence: R3A, R5A, I47A, Q50K and N51A. For more detailed information about the Hox constructs used in this study see Additional file 2.

### Transfection, induction of gene expression and fixation

Cells harvested in log phase were used to seed two 10 cm dishes per sample (Nunclon™ Delta treated, Nunc 150350) at a density of 2 × 10^7^ cells per dish. We performed two experiments; Ubx, Abd-A and Abd-B samples were seeded using the same harvested cells in Experiment 1 and Ubx, mutant Ubx and Ubx + Hth likewise in Experiment 2. Cells were allowed to settle and adhere to the dish surface for about 3 h, and transfection was performed using FuGENE^®^ 6 Transfection Reagent (Promega E2691) according to the manufacturer’s instructions. For each dish, 1.5 ml of 1.5:1 FuGENE^®^: DNA mix was prepared in a 5 ml polypropylene tube (BD Falcon 352063) by adding 45 µl FuGENE^®^ and 30 µg DNA (150 µl of 0.2 µg µl^−1^ DNA prepared in TE buffer) to 1305 µl Opti-MEM^®^ I reduced-serum medium (Invitrogen 11058-021). The FuGENE^®^ DNA mix was then added to 10 ml Schneider’s medium and mixed thoroughly. For each seeded dish, medium was removed and replaced by the entire volume of Schneider’s medium containing FuGENE^®^ DNA mix (~11.5 ml). Dishes were incubated at 25 °C for ~12 h before inducing gene expression. For induction, medium was removed and replaced by 10 ml of 500–1000 µM CuSO_4_ in Schneider’s medium. Dishes were incubated at 25 °C for 4 h. Cells were harvested, spun down at 300*g* for 3 min, and fixed using 1 % formaldehyde (Sigma-Aldrich F8775) in PBS for 10 min at 23 °C in an Eppendorf Thermomixer at 700 rpm. Fixation was stopped by spinning at 3000*g* for 1 min, placing the samples immediately on ice, washing once in PBS/125 mM Glycine/0.01 % Triton X-100 and twice in PBS/0.01 % Triton X-100.

### FACS

Samples were filtered (30 µm, Partec 04-004-2326) and diluted to an appropriate concentration for FACS sorting by adding PBS/0.01 % Triton X-100 to a final volume of 3 ml. Cells were sorted using a 70 µm nozzle on a MoFlo FACS machine (Beckman Coulter) equipped with a 488 nm argon laser (100 mW). Cells were sorted into PBS/0.01 % Triton X-100. An equal number of cells (~10^6^) were sorted for all samples. Events were triggered on forward scatter and GFP+ events were sorted using the gating strategy described in Additional file 1: Figure S1. Data were acquired and analysed using Summit software (Beckman Coulter).

### Estimation of Hox protein expression level

Protein expression level was estimated for Ubx-GFP by FACS using AcGFP Flow Cytometer Calibration Beads (Clontech 632594). The excitation/emission spectra and brightness for AcGFP and the eGFP used in the Hox-GFP constructs are almost identical. Cells were transfected, induced and fixed as for ChIP-Seq then analysed by FACS using the same gating strategy as the ChIP-Seq samples. This was used to derive the percentiles of the fluorescence intensity profile corresponding to the sorted cells. Cells from the same transfected and induced culture were also analysed unfixed allowing comparison to the calibration beads. The bead intensities were used to generate a calibration curve of number of GFP molecules (Molecular Equivalent of Soluble Fluorophore; MESF) versus fluorescence intensity, from which the number of GFP molecules per cell was estimated for the sorted GFP+ cells at the appropriate percentiles (subtracting the number of molecules estimated for the GFP− background).

### ChIP on sorted cells

Sorted cells were pelleted in a swing-out rotor at 4000*g* for 15 min at 4 °C, transferred to a microfuge tube, pelleted again and re-suspended in 100 µl Lysis Buffer (50 mM Tris.HCl (pH 8), 10 mM EDTA.Na_2_, 1 % SDS) containing protease inhibitors (Sigma-Aldrich P8340) and sonicated for 9 cycles at high setting using a Diagenode Bioruptor (1 cycle is 30 s ON and 30 s OFF). For chromatin preclearing and the ChIP reaction, Protein A-Sepharose beads (adjusted to a 50 % (v/v) concentration in 20 % ethanol, Sigma-Aldrich P9424) were treated as follows: washed in 1 ml Buffer A (10 mM Tris.HCl (pH 7.5), 1 mM EDTA.Na_2_, 140 mM NaCl, 1 % Triton X-100, 0.1 % SDS, 0.1 % Na-deoxycholate), preblocked for 2 h while mixing in 0.75 mg ml^−1^ BSA in 1 ml Buffer A, spun down and re-suspended in Buffer A to give a final bead concentration of 50 % (for preclearing) or 12.5 % (for the ChIP reaction). Chromatin was precleared by adding 25 µl of 50 % preblocked beads to each 100 µl chromatin sample and incubating for 15 min at 4 °C in an Eppendorf Thermomixer at 1400 rpm. The beads were then pelleted and 100 µl of the precleared chromatin supernatant transferred to a fresh microfuge tube. An equal volume of the chromatin supernatant (~1 µl) was retained from each of the Hox samples and combined to represent the input, which was purified alongside the ChIP samples. To each 100 µl precleared chromatin sample, 200 µl RIPA buffer (16.7 mM Tris.HCl (pH 8), 1.2 mM EDTA.Na_2_, 167 mM NaCl, 1.1 % Triton X-100, 0.01 % SDS) containing protease inhibitors was added, the resulting solution mixed thoroughly, and 1 µl of 0.1 mg ml^−1^ affinity-purified rabbit anti-GFP antibody [45] added. Samples were incubated overnight while mixing at 4 °C. The ChIP reaction was performed by adding 100 µl of 12.5 % preblocked beads to each 300 µl chromatin sample and incubating for 40 min at 4 °C in an Eppendorf Thermomixer at 1400 rpm (30 s ON and 3 s OFF). The beads were pelleted, rinsed in 1 ml Buffer A, then sequentially washed in 1 ml of each of the following wash buffers for 5 min at 4 °C while mixing: once in Buffer B (20 mM Tris.HCl (pH 8), 2 mM EDTA.Na_2_, 150 mM NaCl, 1 % Triton X-100, 0.1 % SDS), four times in Buffer C (20 mM Tris.HCl (pH 8), 2 mM EDTA.Na_2_, 500 mM NaCl, 1 % Triton X-100, 0.1 % SDS), once in Buffer D (10 mM Tris.HCl (pH 8), 1 mM EDTA.Na_2_, 250 mM LiCl, 1 % NP40, 1 % Na-deoxycholate), and twice in Buffer E (10 mM Tris.HCl (pH 8), 1 mM EDTA.Na_2_). The beads were then re-suspended in 150 µl Elution Buffer (50 mM NaHCO_3_, 1 % SDS), vortexed for 15 min at room temperature and pelleted. A volume of 145 µl of the supernatant containing the eluted chromatin was collected in a fresh microfuge tube then another 150 µl Elution Buffer was added to the beads and the process repeated. The combined volume of supernatant collected was made up to a total volume of 300 µl with Elution Buffer. To the input chromatin, Elution Buffer was added to make up a total volume of 300 µl. RNase A (1 µl for the ChIP samples, 2 µl for the input sample) and 24.3 µl of 4 M NaCl were added to each sample. Samples were incubated at 67 °C for 3 h, Proteinase K (20 mg ml^−1^, 2 µl for the ChIP samples, 4 µl for the input sample) was added and samples were incubated for another 2 h at 67 °C. The volume of each sample was made up to 500 µl by adding 50 mM Tris.HCl (pH 8), 10 mM EDTA.Na_2_. DNA was purified by phenol–chloroform extraction and ethanol precipitation using linear acrylamide as carrier and re-suspended in 10 mM Tris.HCl pH 8.5 (10 µl for the ChIP samples, 30 µl for the input sample).

### Sequencing of ChIP DNA

Samples were processed and sequenced by Source BioScience. The Illumina TruSeq ChIP Sample Preparation Kit was used to generate indexed paired-end sequencing libraries in accordance with the manufacturer’s guide (Rev. A, August 2012) except that no size selection was performed. For the ChIP samples, the entire 10 µl volume of ChIP DNA was used for library preparation and 17 cycles of amplification were performed. For the input sample, 5-10 ng of input DNA was used for library preparation and 12 cycles of amplification were performed. Samples were either sequenced on the Illumina MiSeq (Experiment 1; Ubx, Abd-A, Abd-B and input) or HiSeq 2000 (Experiment 2; Ubx, mutant Ubx and Ubx + Hth) platforms to generate 36 bp or 100 bp reads, respectively.

### ChIP-Seq data processing

We performed two biological replicates for each sample, except in the case of Ubx where we performed two replicates for Experiment 1 and one replicate for Experiment 2. For all samples, Experiment 1 input chromatin was used as the reference control to assay ChIP enrichment. All analyses are based on the *Drosophila melanogaster* genome BDGP release 5. Sequencing reads in the raw fastq files were mapped using Bowtie1 [46] using default paired-end settings, a maximum insert size of 1000 bp for valid paired-end alignments (-X 1000) and reporting only uniquely mapped reads (-m 1). Reads in the output SAM files were processed using Samtools [47] to generate BAM files. Reads from the individual sample replicates were then combined, and filtered using Bedtools [48] to remove the over-represented reads found at the exons of Ubx, Abd-A, Abd-B and Hth; artefacts of the expression vectors used in the transfections. MACS2 [49] was used for peak calling using default settings, the input sample specified as the control file (-c), the -f parameter set to process paired-end BAM files (-f BAMPE), a band width of 200 bp (--bw) and a q-value of 1e−2 or 1e−10 (-q). Binding profiles were generated as fragment pileup tracks in bedGraph format with pileup signal normalized per million reads (-B -SPMR). Only peaks in euchromatin (chr2L, chr2R, chr3L, chr3R, chr4, chrX and chrM) were used for downstream analyses. The Kc DNase1 reads [24] were mapped using default single-end settings and MACS2 peak calling performed using default settings without a control file (-f BAM --bw 200 -q 1e−2 -B --SPMR). Binding and chromatin accessibility profiles were visually examined using the Integrated Genome Browser (http://bioviz.org/igb/index.html).

### Overlap and differential peak analysis

Overlap peak analysis was performed using Bedtools [48] intersect; common peaks were defined as having a minimum of 5 % reciprocal overlap (-f 0.05 -r -u) and specific non-overlapping peaks were reported using the -v option (-f 0.05 -r -v). Overlap analysis was used to generate the common and specific peak sets used in Fig. 5c (for Ubx + Hth), Fig. 6a–c, f, g, and Fig. 7a–d. Overlap analysis was also used in Fig. 6e–g to determine, per given peak set, the percentage of total peak length overlapping each of the five chromatin colour states described by Filion et al. [25]; unknowns (shown in white) represent peaks that map to regions in the genome non-annotated with a chromatin state colour. Differential peak analysis was performed using the bdgdiff module in MACS2 [49] to generate the following peak sets: the differential Hox versus DNase1 peak sets in Fig. 4a–c, the common and differential Ubx + Hth versus Ubx peak sets in Fig. 4d, and the differential Ubx + Hth versus Ubx peak set in Fig. 5b (for Ubx + Hth).

### Motif analysis

HOMER [50] and MEME-ChIP [51] were used to perform motif discovery on the cofactor-dependent Ubx peak sequences (Additional file 1: Figure S3). The PWMEnrich R package [52] was used for Hox and cofactor PWM enrichment analysis; motif enrichment scores [log_10_(1/p-value)] were grouped according to transcription factor and plotted as one dimensional dot plots together with median using R. The Biostrings R package [53] was used to count the number of occurrences of selected k-mers derived from the SELEX-Seq study [9] in the sequences underlying given peak sets; the frequency per kb of each k-mer was counted and reported as log_2_(frequency in peak sequences/background frequency) using 2 kb sequences upstream of TSSs from *D. melanogaster* genome BDGP release 5 as background (this is the same background as used for PWMEnrich). FIMO [54] was used for Hox motif density analysis; the number of matches to the Abd-B or Ubx PWMs (MA0165.1 and MA0094.2 from the JASPAR database, respectively) was counted, using a p-value threshold of 0.001, in the sequences underlying given peak sets, and the density is reported as [(number of matches per peak/peak length) × 1000].

### DNA shape analysis

Minor groove widths were predicted using the DNAshape online tool [55] using 2 kb sequences centred on the peak summits. For each base position, the average width was calculated, then the resulting profile was smoothed using a 100 bp sliding window and a step of 10 bp using the ‘rollapply’ function from the zoo R package.

### GC composition analysis

Average GC content was calculated using a Perl script from the Berkeley Drosophila Transcription Network Project (base_composition_across_peaks.pl written by Stewart MacArthur) using 2 kb sequences centred on the peak summits, a window size of 100 bp and a step of 10 bp.

### Immunolabelling

Cells transfected with the pMT-Hth2AGFPUbx bicistronic expression vector were induced for 4 h as described above, and fixed using 4 % formaldehyde (Sigma-Aldrich F8775) in PBS for 10 min at 23 °C in an Eppendorf Thermomixer at 700 rpm. Transfected (GFP+) and non-transfected (GFP−) cells were sorted as described above. Sorted cells were seeded onto 1 × 0.8 cm coverslips in the wells of a 12-well plate each containing 1 ml PBS. Cells were allowed to adhere for 30 min. The PBS was then replaced by 1 ml PTX (PBS/0.5 % Triton X-100) and cells were incubated at room temperature for 30 min. Coverslips were then transferred to microfuge tubes containing mouse anti-Exd B11M monoclonal antibody (1 ml, 1:5 in PTX; [56]) and incubated at 4 °C overnight. Coverslips were then washed three times in PTX then incubated with goat anti-mouse Alexa 568 secondary antibody (1 ml, 1:500, Invitrogen) and 1 µg ml^−1^ DAPI in PTX at room temperature for 2 h. Coverslips were then washed three times in PTX and mounted in Citifluor AF1 Glycerol/PBS solution (Agar Scientific) for immunofluorescence microscopy (Nikon Eclipse TE2000-E confocal).

### Data availability

The ChIP-Seq data are available from GEO under accession number GSE69796. Table S1 in Additional file 1 provides summary statistics of read mapping and data processing.

## Additional files

10.1186/s13072-015-0049-x FACS gating strategy and additional figures
10.1186/s13072-015-0049-x Details of the Hox-GFP constructs

## Abbreviations

TALE: three amino acid loop extension
GFP: green fluorescent protein
ChIP-Seq: chromatin immunoprecipitation with massively parallel sequencing
FACS: fluorescence-activated cell sorter
SELEX-Seq: systematic evolution of ligands by exponential enrichment with massively parallel sequencing
PWM: position weight matrix
bp: base pair
kb: kilobase
MCS: multiple cloning site
SDS: sodium dodecyl sulphate
BSA: bovine serum albumin
rpm: revolutions per minute

# Supplementary material for: Roles of cofactors and chromatin accessibility in Hox protein target specificity
**Source:** Epigenetics Chromatin. 2016 Jan 8;9:1. doi: 10.1186/s13072-015-0049-x
**Supplement:** Supplementary file 1 — 10.1186/s13072-015-0049-x FACS gating strategy and additional figures

**Roles of Cofactors and Chromatin Accessibility in Hox Protein Target Specificity**

**Ching Yew Beh^1^**^†^**, Sherif El-Sharnouby^2^**^†^**, Aikaterini Chatzipli^23^, Steven Russell^34^, Siew Woh Choo^1*^ and Robert White^2*^**

^†^These authors contributed equally to this work.

**Additional File 1**

Additional File 1 contains three supplementary figures and one supplementary table.

**Figure S1. FACS gating strategy used to sort transfected Kc cells.** (**A-C**) Gates R1, R2 and R3 were used to sort GFP^+^ Kc cells; A showing all events, B showing events after gating by R1 and C showing events after gating by both R1 and R2. (**D-E**) FACS histograms showing the GFP fluorescence intensity profiles for the different samples of Experiment 1 (D) and Experiment 2 (E). The fluorescence intensity range of the sorted GFP^+^ population is indicated by vertical dashed lines. Note that all samples have a comparable distribution of GFP fluorescence intensity within the sorted range. For the particular replicate of samples shown in D, the sorted GFP^+^ cells constituted 10.8% (Ubx), 9.9% (Abd-A) and 5.4% (Abd-B) of the total events. For the particular replicate of samples shown in E, the sorted GFP^+^ cells constituted 5.8% (Ubx), 6.0% (Ubx mutant) and 4.6% (Ubx+Hth) of the total events. Sort purity > 99%. (**F**) FACS histogram showing the GFP^+^ (in green) and GFP^−^ (in white) populations sorted to assess Hth functionality by Exd labelling (see Figure 3B). The GFP^−^ cells were sorted using gates R1, R2 and R4 (shown in A-C).

**Figure S2. Reproducibility of ChIP assays for Ubx, Abd-A and Abd-B from two independent replicates.** Scatter plots showing Pearson’s correlations between binding profiles for the pairs of Ubx, Abd-A and Abd-B replicates based on binding score per 1 kb window. The two independent ChIP replicates for each of Ubx, Abd-A and Abd-B are highly similar with R > 0.9.

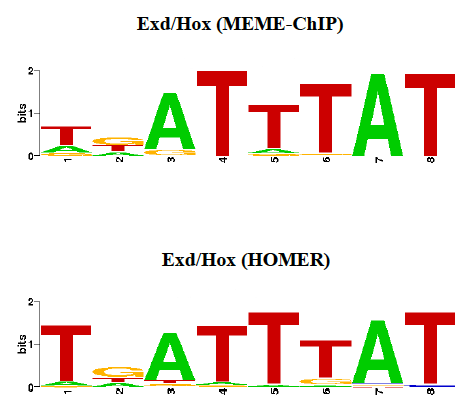

**Figure S3. The discovered Exd/Hox motif in Ubx cofactor-dependent peak sequences.** The Exd/Hox motif was identified using MEME-ChIP and HOMER software. STAMP [57] was used to generate the LOGOs using nucleotide frequency for the *Y*-axis. The number of sequences used to generate each LOGO was 147 (MEME-ChIP) and 170 (HOMER).

**Table S1.** **Summary statistics of read mapping and data processing.** For each dataset, the number of raw reads, uniquely mapped reads, and uniquely mapped reads after removing reads coming from plasmid sequences (clean reads), as well as the number of peaks called at given q-value thresholds, are shown.

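Table S1 follows each library from raw reads to uniquely mapped reads, and then to clean reads, from which reads of the transfected plasmids have been removed. Depth is taken here as the number of clean reads, since the lists themselves hold no read counts. Counted here, the relaxed lists held 12322 peaks for Abd-B and 11698 for Ubx+Hth. All 12 lists held the number of peaks that the table gives.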

|  | Experiment 1 | | | | Experiment 2 | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Dataset | Ubx | Abd-A | Abd-B | Input | Ubx | Ubx mutant | Ubx+Hth | DNase1 |
| Number of raw reads | 25,478,538 | 23,133,718 | 32,625,412 | 28,074,578 | 37,150,912 | 170,295,836 | 217,660,162 | 28,664,264 |
| Number of uniquely mapped reads | 13,134,060  (51.5%) | 13,844,104  (59.8%) | 21,326,696  (65.4%) | 15,889,222  (56.6%) | 21,201,568  (57.1%) | 88,735,344  (52.1%) | 119,744,776  (55%) | 19,057,945  (66.5%) |
| Number of reads removed due to plasmid exon sequences | 106,751 | 101,183 | 84,557 | 359,796 | 123,695 | 490,391 | 945,875 | - |
| Number of clean reads | 13,027,309 | 13,742,921 | 21,242,139 | 15,529,426 | 21,077,873 | 88,244,953 | 118,798,901 | 19,057,945 |
| Number of peaks at q-value 1e-2 (euchromatin^a^) | 8,604 | 9,029 | 12,322 | - | 8,672 | 9,346 | 11,698 | 14,820 |
| Number of peaks at q-value 1e-10 (euchromatin^a^) | 4,830 | 5,656 | 9,681 | - | 4,218 | 1,793 | 7,971 | - |

^a^Only peaks in euchromatin (chr2L, chr2R, chr3L, chr3R, chr4, chrX and chrM) were retained for downstream analyses.

# Supplementary material for: Roles of cofactors and chromatin accessibility in Hox protein target specificity
**Source:** Epigenetics Chromatin. 2016 Jan 8;9:1. doi: 10.1186/s13072-015-0049-x
**Supplement:** Supplementary file 2 — 10.1186/s13072-015-0049-x Details of the Hox-GFP constructs

## **Roles of Cofactors and Chromatin Accessibility in Hox Protein Target Specificity**

**Ching Yew Beh<sup>1†</sup>, Sherif El-Sharnouby<sup>2†</sup>, Aikaterini Chatzipli<sup>23</sup>, Steven Russell<sup>34</sup>, Siew Woh Choo<sup>1\*</sup> and Robert White<sup>2\*</sup>**

<sup>†</sup>These authors contributed equally to this work.

### **Additional File 2**

Additional File 2 contains five supplementary figures.

**Figure S4. Ubx wild type construct.**

**EcoRI** + Kozak + eGFP (without stop codon) + **KpnI** + Ubx (with additional stop codon) + **XbaI**

GAATTC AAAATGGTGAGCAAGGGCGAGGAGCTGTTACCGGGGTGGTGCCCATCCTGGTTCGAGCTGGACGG  
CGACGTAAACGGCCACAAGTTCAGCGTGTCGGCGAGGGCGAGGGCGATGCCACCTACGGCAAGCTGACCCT  
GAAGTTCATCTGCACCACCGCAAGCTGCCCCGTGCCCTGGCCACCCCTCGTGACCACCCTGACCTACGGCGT  
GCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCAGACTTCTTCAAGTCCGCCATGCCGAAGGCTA  
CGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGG  
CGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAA  
GCTGGAGTACAAC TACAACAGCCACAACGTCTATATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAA  
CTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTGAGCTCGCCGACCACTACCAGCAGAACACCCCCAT  
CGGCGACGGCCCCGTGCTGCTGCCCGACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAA  
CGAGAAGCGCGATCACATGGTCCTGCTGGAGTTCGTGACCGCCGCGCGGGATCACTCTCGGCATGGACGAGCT  
GTACAAGGGTACC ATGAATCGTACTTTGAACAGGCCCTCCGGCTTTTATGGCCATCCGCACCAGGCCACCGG  
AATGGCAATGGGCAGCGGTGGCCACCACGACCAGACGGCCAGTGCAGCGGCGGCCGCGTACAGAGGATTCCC  
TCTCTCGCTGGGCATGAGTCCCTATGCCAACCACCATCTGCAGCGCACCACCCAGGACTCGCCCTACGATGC  
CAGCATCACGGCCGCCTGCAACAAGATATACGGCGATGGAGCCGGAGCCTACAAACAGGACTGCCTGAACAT  
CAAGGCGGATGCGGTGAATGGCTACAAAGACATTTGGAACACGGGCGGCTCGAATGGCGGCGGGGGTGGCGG  
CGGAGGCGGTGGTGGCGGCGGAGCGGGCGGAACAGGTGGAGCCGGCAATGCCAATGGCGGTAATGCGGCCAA  
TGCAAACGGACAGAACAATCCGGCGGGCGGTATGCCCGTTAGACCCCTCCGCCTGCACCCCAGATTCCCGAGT  
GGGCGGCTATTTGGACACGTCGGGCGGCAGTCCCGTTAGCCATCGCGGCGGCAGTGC CGGCGGTAATGTGAG  
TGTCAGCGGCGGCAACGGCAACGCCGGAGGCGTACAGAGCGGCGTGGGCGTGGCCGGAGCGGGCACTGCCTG  
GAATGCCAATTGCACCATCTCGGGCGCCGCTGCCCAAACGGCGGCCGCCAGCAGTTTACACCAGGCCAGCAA  
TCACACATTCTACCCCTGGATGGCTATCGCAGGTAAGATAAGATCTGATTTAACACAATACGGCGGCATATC  
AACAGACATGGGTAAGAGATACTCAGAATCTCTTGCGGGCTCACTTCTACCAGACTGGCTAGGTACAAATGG  
TCTGCGAAGA CGCGGC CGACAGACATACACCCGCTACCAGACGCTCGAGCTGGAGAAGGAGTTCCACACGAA  
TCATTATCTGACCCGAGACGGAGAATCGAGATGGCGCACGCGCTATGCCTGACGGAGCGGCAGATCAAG AT  
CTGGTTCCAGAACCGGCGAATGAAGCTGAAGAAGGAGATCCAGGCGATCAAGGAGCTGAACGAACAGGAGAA  
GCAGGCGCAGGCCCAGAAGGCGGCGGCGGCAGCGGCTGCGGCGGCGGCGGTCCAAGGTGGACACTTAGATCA  
GTAGTAGTCTAGA

Hox homeodomain shown in grey, codons mutated to generate the Ubx mutant are underlined and mutated bases highlighted in yellow.

**Figure S5. Abd-A construct.**

**EcoRI** + Kozak + eGFP (without stop codon) + **KpnI** + Abd-A (with additional stop codon) + **XbaI**

GAATTC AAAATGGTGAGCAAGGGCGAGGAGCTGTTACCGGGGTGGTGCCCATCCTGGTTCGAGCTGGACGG  
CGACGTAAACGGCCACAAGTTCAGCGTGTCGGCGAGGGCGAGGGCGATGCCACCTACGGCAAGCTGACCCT  
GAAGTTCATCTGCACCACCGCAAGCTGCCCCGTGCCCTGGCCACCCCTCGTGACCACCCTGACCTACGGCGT  
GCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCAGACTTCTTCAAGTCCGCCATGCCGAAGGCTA  
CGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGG  
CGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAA  
GCTGGAGTACAAC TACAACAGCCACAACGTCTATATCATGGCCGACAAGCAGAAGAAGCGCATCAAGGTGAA  
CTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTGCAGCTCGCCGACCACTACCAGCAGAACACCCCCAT  
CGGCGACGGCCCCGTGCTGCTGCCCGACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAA  
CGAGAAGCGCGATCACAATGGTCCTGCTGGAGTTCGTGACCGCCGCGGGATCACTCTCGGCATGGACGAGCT  
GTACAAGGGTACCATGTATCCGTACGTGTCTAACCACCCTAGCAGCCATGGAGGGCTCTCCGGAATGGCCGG  
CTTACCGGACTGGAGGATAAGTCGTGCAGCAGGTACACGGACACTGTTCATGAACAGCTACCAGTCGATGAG  
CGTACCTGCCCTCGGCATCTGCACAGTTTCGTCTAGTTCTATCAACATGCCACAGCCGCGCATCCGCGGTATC  
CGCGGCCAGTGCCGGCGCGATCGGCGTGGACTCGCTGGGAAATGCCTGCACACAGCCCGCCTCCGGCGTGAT  
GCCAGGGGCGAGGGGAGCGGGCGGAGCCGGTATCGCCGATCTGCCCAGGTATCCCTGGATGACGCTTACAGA  
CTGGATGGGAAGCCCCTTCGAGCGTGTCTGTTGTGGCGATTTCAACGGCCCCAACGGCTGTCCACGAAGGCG  
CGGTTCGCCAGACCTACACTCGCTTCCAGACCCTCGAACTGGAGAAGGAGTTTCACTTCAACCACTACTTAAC  
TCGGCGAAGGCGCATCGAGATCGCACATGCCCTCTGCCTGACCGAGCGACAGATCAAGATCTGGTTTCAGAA  
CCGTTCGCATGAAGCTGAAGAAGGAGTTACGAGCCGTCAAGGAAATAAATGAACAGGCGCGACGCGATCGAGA  
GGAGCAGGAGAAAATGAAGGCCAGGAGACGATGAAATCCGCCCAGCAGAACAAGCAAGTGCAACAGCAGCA  
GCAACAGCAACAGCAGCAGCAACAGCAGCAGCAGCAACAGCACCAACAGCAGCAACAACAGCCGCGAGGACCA  
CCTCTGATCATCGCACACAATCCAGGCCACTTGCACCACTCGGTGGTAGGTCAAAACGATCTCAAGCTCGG  
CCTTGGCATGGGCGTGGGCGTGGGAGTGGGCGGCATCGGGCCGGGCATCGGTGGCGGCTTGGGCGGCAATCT  
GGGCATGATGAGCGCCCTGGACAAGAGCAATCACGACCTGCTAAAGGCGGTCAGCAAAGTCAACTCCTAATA  
ATCTAGA

Hox homeodomain shown in grey.

## Figure S6. Abd-B construct.

EcoRI + Kozak + eGFP (without stop codon) + KpnI + Abd-B (with additional stop codon) + XbaI

```
GAATTC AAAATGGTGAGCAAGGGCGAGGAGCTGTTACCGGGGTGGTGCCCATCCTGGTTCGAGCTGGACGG
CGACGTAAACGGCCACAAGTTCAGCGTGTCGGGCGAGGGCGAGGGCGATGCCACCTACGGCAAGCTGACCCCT
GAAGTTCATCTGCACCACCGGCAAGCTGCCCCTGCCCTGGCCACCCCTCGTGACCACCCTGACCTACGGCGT
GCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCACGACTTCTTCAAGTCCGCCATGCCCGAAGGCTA
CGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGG
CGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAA
GCTGGAGTACAAC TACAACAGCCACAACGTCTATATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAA
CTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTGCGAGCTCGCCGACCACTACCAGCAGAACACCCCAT
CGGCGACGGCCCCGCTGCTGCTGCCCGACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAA
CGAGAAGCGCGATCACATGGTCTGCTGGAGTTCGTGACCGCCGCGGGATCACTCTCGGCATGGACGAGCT
GTACAAGGGTACC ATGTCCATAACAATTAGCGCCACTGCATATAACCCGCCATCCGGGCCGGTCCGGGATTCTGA
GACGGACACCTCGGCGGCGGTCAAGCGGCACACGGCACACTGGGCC TACAACGACGAGGGATTCAATCAGCA
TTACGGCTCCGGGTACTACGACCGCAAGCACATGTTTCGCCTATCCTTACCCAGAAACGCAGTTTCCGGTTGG
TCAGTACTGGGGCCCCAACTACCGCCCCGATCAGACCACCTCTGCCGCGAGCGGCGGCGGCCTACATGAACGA
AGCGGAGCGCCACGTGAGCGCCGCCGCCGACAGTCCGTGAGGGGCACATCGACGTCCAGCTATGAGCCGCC
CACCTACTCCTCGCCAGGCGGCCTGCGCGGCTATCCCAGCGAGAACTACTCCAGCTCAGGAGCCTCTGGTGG
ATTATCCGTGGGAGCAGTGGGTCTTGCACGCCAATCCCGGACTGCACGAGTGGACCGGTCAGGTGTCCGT
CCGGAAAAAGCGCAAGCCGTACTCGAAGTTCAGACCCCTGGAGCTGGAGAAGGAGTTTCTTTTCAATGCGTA
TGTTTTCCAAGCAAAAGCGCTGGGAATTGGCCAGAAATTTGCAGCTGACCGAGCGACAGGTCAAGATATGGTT
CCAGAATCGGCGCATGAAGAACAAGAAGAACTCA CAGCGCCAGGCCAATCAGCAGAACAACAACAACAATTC
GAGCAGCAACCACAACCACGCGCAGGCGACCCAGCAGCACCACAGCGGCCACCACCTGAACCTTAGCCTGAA
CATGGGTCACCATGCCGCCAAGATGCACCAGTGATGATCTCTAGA
```

Hox homeodomain shown in grey, the A reintroduced to rectify the point mutation in the cDNA sequence is highlighted in yellow [the Abd-B clone had a single point deletion of an A at position 1289 (position 578 of the CDS), which was reintroduced by site-directed mutagenesis].

## Figure S7. Ubx mutant construct.

EcoRI + Kozak + eGFP (without stop codon) + KpnI + Ubx (with additional stop codon) + XbaI

GAATTC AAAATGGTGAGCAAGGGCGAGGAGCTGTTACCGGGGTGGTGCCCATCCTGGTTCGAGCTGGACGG  
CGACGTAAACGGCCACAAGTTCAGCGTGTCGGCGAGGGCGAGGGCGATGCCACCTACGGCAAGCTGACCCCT  
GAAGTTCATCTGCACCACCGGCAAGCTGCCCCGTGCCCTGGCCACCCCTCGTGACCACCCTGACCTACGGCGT  
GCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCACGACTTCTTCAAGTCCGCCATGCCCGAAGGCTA  
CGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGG  
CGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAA  
GCTGGAGTACAAC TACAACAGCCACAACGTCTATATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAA  
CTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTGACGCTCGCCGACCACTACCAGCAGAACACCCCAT  
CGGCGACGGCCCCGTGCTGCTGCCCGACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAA  
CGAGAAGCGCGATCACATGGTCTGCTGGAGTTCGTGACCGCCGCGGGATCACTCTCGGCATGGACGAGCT  
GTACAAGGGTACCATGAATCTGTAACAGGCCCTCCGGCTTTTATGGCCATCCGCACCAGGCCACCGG  
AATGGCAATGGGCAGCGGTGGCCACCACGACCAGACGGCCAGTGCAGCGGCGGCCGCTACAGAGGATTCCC  
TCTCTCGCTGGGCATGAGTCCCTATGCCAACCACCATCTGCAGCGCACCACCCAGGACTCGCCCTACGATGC  
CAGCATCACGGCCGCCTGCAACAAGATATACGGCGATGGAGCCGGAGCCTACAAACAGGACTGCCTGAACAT  
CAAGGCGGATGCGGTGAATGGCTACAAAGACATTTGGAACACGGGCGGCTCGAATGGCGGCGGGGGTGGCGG  
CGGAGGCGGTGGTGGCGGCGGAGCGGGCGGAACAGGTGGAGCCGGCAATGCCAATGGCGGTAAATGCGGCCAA  
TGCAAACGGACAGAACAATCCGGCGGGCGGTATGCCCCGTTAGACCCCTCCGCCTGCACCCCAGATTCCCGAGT  
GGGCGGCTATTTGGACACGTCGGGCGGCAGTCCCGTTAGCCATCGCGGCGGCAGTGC CGGCGGTAATGTGAG  
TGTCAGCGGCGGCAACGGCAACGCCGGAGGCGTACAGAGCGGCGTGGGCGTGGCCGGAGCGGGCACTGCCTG  
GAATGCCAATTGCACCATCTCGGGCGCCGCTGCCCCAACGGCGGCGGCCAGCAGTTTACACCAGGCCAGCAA  
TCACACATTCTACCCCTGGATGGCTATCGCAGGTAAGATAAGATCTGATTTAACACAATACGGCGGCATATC  
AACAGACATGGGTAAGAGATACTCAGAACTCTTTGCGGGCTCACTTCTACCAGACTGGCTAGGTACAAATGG  
TCTGCGAAGA GCCGGC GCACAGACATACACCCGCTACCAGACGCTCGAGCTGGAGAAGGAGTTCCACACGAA  
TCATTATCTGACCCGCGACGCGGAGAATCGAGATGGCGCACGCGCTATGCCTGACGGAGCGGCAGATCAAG GC  
CTGGTTCAAG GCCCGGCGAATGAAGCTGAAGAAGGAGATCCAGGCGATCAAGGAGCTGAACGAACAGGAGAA  
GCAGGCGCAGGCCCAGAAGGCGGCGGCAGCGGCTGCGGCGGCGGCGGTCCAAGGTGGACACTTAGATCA  
GTAGTAGTCTAGA

Hox homeodomain shown in grey, mutated codons underlined, mutated bases highlighted in yellow.

**Figure S8. Ubx+Hth construct.**

EcoRI + Kozak + Hth (without stop codon) + NotI + T2A + XbaI + eGFP (without stop codon) + KpnI + Ubx (with additional stop codon) + ApaI

GAATTC CAAA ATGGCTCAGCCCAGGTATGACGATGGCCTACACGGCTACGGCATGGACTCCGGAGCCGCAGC  
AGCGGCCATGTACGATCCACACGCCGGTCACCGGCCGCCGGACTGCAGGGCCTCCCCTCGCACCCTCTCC  
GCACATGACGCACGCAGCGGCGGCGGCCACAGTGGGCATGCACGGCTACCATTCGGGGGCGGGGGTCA  
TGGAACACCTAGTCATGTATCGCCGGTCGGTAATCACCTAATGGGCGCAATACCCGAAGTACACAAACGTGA  
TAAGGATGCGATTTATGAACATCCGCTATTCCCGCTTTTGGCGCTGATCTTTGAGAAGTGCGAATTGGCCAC  
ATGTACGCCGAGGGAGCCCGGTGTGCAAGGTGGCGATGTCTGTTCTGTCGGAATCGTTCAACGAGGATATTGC  
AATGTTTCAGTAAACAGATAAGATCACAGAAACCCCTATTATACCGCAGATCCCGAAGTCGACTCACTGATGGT  
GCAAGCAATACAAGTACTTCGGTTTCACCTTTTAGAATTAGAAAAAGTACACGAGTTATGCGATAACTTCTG  
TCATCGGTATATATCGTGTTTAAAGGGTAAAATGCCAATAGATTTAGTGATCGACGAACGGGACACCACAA  
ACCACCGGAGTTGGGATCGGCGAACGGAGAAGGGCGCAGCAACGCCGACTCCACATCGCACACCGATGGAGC  
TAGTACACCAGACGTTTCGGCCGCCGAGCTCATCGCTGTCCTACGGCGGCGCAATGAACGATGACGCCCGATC  
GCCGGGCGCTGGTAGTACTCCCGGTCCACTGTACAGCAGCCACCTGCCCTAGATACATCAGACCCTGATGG  
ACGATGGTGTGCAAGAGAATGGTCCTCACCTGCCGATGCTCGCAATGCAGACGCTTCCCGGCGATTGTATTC  
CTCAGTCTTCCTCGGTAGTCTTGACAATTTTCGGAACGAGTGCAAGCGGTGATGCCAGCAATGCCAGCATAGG  
AAGTGGAGAGGGCACC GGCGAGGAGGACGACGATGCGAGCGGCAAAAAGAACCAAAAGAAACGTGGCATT  
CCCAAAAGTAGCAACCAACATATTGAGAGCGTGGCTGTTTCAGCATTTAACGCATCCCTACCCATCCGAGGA  
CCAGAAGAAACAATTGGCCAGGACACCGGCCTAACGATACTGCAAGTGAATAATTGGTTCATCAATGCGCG  
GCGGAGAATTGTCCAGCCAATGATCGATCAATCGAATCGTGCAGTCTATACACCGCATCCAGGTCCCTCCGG  
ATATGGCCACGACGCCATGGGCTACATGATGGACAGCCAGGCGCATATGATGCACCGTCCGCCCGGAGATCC  
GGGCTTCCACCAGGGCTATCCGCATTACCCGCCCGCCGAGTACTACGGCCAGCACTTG GCGGCCGC GAGGG  
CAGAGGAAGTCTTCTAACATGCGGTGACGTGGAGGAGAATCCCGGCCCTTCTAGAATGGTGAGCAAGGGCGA  
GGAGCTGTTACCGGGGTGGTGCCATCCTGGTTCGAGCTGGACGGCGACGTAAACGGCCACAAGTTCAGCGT  
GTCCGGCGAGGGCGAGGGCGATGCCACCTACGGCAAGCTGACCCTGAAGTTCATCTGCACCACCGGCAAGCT  
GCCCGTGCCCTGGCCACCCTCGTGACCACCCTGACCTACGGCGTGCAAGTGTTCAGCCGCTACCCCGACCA  
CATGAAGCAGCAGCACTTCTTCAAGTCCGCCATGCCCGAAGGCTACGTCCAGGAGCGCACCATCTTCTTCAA  
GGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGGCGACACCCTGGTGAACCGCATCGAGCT  
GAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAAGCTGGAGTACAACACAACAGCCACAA  
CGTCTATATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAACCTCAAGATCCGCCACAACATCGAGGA  
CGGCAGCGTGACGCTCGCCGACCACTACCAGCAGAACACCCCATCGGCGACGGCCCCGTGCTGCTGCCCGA  
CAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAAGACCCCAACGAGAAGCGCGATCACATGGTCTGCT  
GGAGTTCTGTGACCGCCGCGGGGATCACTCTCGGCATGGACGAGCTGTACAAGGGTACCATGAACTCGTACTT  
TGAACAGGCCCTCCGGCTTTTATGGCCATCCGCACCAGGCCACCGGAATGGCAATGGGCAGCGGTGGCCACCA  
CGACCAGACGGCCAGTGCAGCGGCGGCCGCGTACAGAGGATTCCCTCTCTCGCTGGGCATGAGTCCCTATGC  
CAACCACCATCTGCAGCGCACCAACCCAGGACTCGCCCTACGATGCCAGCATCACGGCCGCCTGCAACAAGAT  
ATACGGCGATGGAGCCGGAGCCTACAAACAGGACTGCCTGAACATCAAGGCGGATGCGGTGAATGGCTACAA  
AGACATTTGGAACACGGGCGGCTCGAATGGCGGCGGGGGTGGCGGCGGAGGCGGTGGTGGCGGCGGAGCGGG  
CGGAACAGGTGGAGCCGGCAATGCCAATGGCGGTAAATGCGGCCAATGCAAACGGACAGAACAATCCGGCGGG  
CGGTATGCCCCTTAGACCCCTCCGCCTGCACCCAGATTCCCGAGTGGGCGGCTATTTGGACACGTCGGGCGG  
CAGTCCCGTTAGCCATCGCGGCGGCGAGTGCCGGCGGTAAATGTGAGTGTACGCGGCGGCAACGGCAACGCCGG  
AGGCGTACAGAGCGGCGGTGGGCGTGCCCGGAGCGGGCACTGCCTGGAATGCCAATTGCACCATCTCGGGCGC  
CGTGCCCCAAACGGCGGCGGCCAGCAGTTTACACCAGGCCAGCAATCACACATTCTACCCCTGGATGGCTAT  
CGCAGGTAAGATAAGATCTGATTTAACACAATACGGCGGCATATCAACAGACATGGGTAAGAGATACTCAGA  
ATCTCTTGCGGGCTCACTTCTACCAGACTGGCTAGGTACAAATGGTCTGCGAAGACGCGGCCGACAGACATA  
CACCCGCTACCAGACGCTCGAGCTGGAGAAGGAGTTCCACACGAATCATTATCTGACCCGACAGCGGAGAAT  
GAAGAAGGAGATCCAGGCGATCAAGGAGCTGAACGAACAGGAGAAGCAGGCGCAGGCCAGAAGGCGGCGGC  
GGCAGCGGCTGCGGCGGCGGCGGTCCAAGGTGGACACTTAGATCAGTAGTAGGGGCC

Homeodomains shown in grey, additional base added to maintain the correct reading frame highlighted in yellow, the amino acids added to the Ubx-GFP protein after 2A-mediated cleavage are underlined.

How the deposited data were processed for this re-analysis (not part of the article)

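The deposited data of this study are 12 lists of ChIP-Seq peaks from Kc167 cells that express Hox proteins fused to GFP. They cover 6 conditions in 2 experiments, each at a q-value of 1e-10 and of 1e-2. Experiment 1 holds Ubx, Abd-A and Abd-B, and Experiment 2 holds Ubx, a DNA-binding mutant of Ubx, and Ubx with Hth. The authors mapped paired reads with Bowtie1 to BDGP release 5, kept uniquely mapped reads, combined the replicates, removed reads at exons of the transfected genes and called peaks with MACS2 against the input of Experiment 1. They kept peaks on 2L, 2R, 3L, 3R, 4, X and M. The deposited score of each peak is the -log10 of its q-value, and the lowest scores lie at or just above 10 in the stringent and 2 in the relaxed lists. Scores were ranked only within a list, and ranges of score were set side by side only for Abd-B and Ubx of Experiment 2. Fragment pileups and reads were not used here.

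Overlaps were counted with numpy 2.4.6 under python 3.11.15, with a minimum reciprocal overlap of 5%. They were checked against bedtools 2.31.1, which gave equal counts in 180 of 180 comparisons. In simulated data, 2000 of 2000 pairs of peaks with a known overlap, spaced so that neighbouring pairs could not touch, were classed correctly at 5%. Of 100 pairs of independent simulated lists of the Abd-A and Ubx lengths, 1 lay above every rotation. That check used fewer rotations than the 1000 of the comparisons. Its peaks were placed at random, without the spacing of real peaks, so it does not test the rule under clustering. Wilson 95% intervals describe the counting of peaks only. A share was called above chance when it exceeded every one of 1000 rotations of the partner list. Intervals of the probability that a common peak outscores a specific one come from 1000 bootstrap resamples of peaks. Scipy 1.17.1 and matplotlib 3.10.9 were also used.

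The overlap, set and window comparisons beside the paper's conclusions, the peaks to be named and all but 5 alternatives were chosen before the data were examined. The division of lists into 10 parts by score was chosen later. The peaks named are those in the shaded regions of Fig. 1a and Fig. 3c, and the 3 highest-scoring peaks in each set without a partner (Abd-B without Ubx, Ubx+Hth without Ubx, and mutant without wild type). The genes that the paper expresses or names were also to be reported, but a release 5 annotation, which would place them, was not used here. The alternatives were another minimum overlap (1 bp or 50%), lists of equal length, the higher-scoring 50% of each list, the other q-value, random placement in place of rotation, merging of peaks closer than 100 bp, and other treatments of the 1 kb windows. The 5 added later were a partner sought in the relaxed list for 3 counts, and the 1000 highest-scoring peaks of each list for 2 families of overlap.

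Depth was taken from the clean reads in the paper's Table S1 and cannot be read from the lists. It may limit which weak sites pass a q-value, but how MACS2 weighed libraries of unequal depth cannot be read from the lists. In clean reads the libraries compared differed by up to 9.12 times (Ubx+Hth and Ubx of Experiment 1). More reads did not always give a longer list. Ubx of Experiment 2 had 4218 stringent peaks, and the shallower Ubx of Experiment 1 had 4830. The pooled lists give no replicate error, and every list shares the input of Experiment 1. Sites that this input made easier or harder to call would be shared between lists without any binding. The rotations do not hold that effect, and it could not be simulated without reads. Results on sequence (5-mers, 8-mers, motif density and GC content) were planned but not run, and the genome sequence was not used here. Distances to genes were not computed, since the gene table at hand is of release 6.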

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

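The 3 patterns in this part were noticed only after the lists had been seen, while the tests of their explanations were written before the values of those tests were known.

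The lists of Experiment 2 hold peaks on the mitochondrial genome, which the paper does not discuss. The strongest was a mutant peak from 18985 to 19477 (score 117, rank 17 of the mutant list), with partners in wild type Ubx (18995 to 19482, score 71.7) and Ubx+Hth (19002 to 19357, score 65.55). A further mutant peak ran from 17527 to 17715 (score 31.9). The lists of Experiment 1 hold no mitochondrial peak at either q-value. If the longer reads of Experiment 2, set against the shorter-read input, produced this difference, other sites should be shared by all lists of Experiment 2 and absent from all lists of Experiment 1. There were 42 such peaks among the stringent mutant peaks (2.34%; Wilson interval 1.74 to 3.15), of which 41 were not on the mitochondrial genome, and 22 Ubx peaks of Experiment 1 (0.456%; 0.301 to 0.689) in the reverse class. The first share depends on its base, as the partners of these peaks were 40 of the 4218 wild type and 39 of the 7971 Ubx+Hth peaks. By the counts, a mismatch of reads between sample and control remains a candidate explanation. The experiments also differed in sequencing platform and were compared with an input made in only one of them, so read length and the other differences between experiments cannot be told apart. No biological explanation was tested.

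The 42 peaks are themselves outside those the paper discusses. Their median rank was 596 of the 1793 mutant peaks, and some of them shared a partner, so that the partners were 40 wild type and 39 Ubx+Hth peaks. The median rank of the partners was 999.5 of the 4218 peaks of wild type Ubx and 1406 of the 7971 peaks of Ubx+Hth. The 10% of peaks with the highest scores held 16 of the mutant peaks, and 8 and 15 of the partners in the wild type and Ubx+Hth lists. The strongest lay on 2L from 21424918 to 21425294, with rank 1 in the mutant list and rank 2 in the lists of wild type Ubx and Ubx+Hth. Whether these sites reflect the control or binding through another protein was not tested.

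At a q-value of 1e-2 the mutant list was longer than the wild type list by 674 peaks. The overlaps of the relaxed mutant peaks are not reported in the paper. Of the 7711 relaxed mutant peaks without a stringent peak, 60.3% (Wilson interval 59.2 to 61.3) had a relaxed wild type partner, against at most 9.99% in 1000 rotations. This argues against randomly placed background as the source of these peaks as a whole. It does not separate weak binding of the mutant from open chromatin that is recovered in any ChIP, as rotations do not model accessibility, nor from the 4.19 times greater depth of the mutant library. The 2334 relaxed mutant peaks found in no other list (25.0%) had a median score of 4.24 and are not covered by that argument.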

How the results depend on the processing

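The alternatives chosen after seeing the data are those with a partner sought in the relaxed list and those with the 1000 highest-scoring peaks of each list. No paired analysis was possible because the authors combined the replicates before calling peaks, so that the lists carry no replicate values. For the same reason no replicate was left out in turn. The alternative with all chromosomes gave no values, since the lists hold 0 peaks on other chromosomes.

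The 18 shares of peaks with a partner were recomputed under 108 alternative values, 12 of them added later. All 108 lay above every rotation or random placement, the highest of which was 22.3%. However, 77 fell outside the Wilson interval of the reported value, 60 below it and 17 above. The lowest was 12.60%, for stringent mutant peaks in the relaxed wild type list at a minimum overlap of 50%, a setting that excludes a narrow peak inside a wide one. The share of wild type peaks with a mutant partner ranged from 15.7% (50% overlap) to 61.3% (q-value 1e-2). For Ubx+Hth peaks with a Ubx partner the range was 36.6% to 72.6%, and for Abd-B peaks with a Ubx partner 27.1% to 66.7%. These ranges leave out partners sought in the relaxed list. Those gave higher shares of 86.6% (3653), 86.95% (6931) and 74.7% (7228) in that order. As alternatives to these shares they were added later, although the last is also a share that the paper reports. The sizes of the shares therefore depend on these settings.

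The relaxed lists held 8604 peaks for Ubx Experiment 1, 9029 for Abd-A, 8672 for Ubx Experiment 2 and 9346 for the mutant, by construction more than the stringent lists. Wild type minus mutant reversed from 2425 to -674 at the relaxed q-value. Of the 7711 relaxed mutant peaks without a stringent peak, 60.3% had a relaxed wild type partner, which argues against randomly placed background as their source as a whole. The mutant library was the deeper of the pair and wild type Ubx had a single replicate, and these causes were not separated.

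With lists of equal length, 1607 Abd-B peaks had no Ubx partner, 1157 Ubx+Hth peaks had no Ubx partner and 730 wild type peaks had no mutant partner. In the higher-scoring 50% of each list these counts were 2892, 2070 and 1434. Equal length shortens only the list that is counted here, which lowers the count by construction. The other setting also shortens the partner list, which acts in the opposite direction, and how much each contributes was not tested. With partners sought in the relaxed lists the counts were 2453, 1040 and 565, as a longer partner list leaves fewer peaks without one.

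The probability that a common peak outscores a specific one stayed above chance in each alternative run. For Abd-B it was 0.695 at an overlap of 50%, 0.647 with equal lengths, 0.709 in the higher-scoring 50% and 0.838 at a q-value of 1e-2. For Ubx+Hth the values in that order were 0.76, 0.708, 0.779 and 0.851. The cause was not tested. Common peaks were wider than specific ones in 10 of 10 alternatives.

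Pearson's r across 1 kb windows was 0.932 (Ubx and Abd-A), 0.814 (Ubx and Abd-B) and 0.851 (Abd-A and Abd-B) over all windows, and 0.781, 0.607 and 0.6705 with stringent lists. Scored as with or without a peak, it reversed to -0.097, -0.121 and -0.1275. The last setting leaves out windows empty in both lists, so a window without a peak in one list always has one in the other, which by construction draws r below 0. The order of the 3 pairs was the same over all windows and with stringent lists, but not when windows were scored as with or without a peak.

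Results on 5-mers, 8-mers, motif density, GC content and distance to genes were not run under any setting, as the genome and annotation of release 5 were not used here.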

Differences from the paper's values

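With the settings of the paper's Methods, no value computed from the lists differed from the paper's by more than 1.5 times. Under alternatives some did, among them wild type Ubx peaks without a mutant partner (40.7% with lists of equal length and 38.7% at a q-value of 1e-2, where the paper's value is 66%) and Ubx+Hth peaks without a Ubx partner (27.4% with lists of equal length, where the paper's value is 51%). All 12 peak numbers equalled those of Table S1. Of 12 shares, 7 lay within 1 percentage point of the paper's value and 5 did not.

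The 5 shares concern the shorter list of a pair. Ubx peaks with an Abd-A partner made up 94.2%, where the paper's value is 89%, and 89.2% when the overlapping Abd-A peaks are divided by the number of Ubx peaks. Abd-A peaks with an Abd-B partner made up 97.1%, where the paper's value is 90%, and 89.9% when the overlapping Abd-B peaks are the ones counted. In the same way, Ubx peaks with an Abd-B partner made up 97.7%, or 87.1% on the other count, against about 87% in Fig. 1b. Mutant peaks with a wild type partner made up 89.0%, or 80.3%, against about 80% in Fig. 2c. Peaks of Ubx alone with a Ubx+Hth partner made up 98.2%, or 91.9%, against about 92% in Fig. 3d. With lists of equal length, the share of Ubx peaks with an Abd-A partner was 89.1%.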

Other observations

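The tests chosen only after the result was seen are the share of Ubx+Hth peaks with a relaxed Ubx partner, the shares in the lower-scoring 50% of a list, the comparison of Abd-B with Ubx of Experiment 2 at a like depth, the relaxed overlap of the Ubx lists, the X shares of the other lists of Experiment 2, and the overlaps of the 1000 highest-scoring peaks.

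Ubx without cofactors was profiled in both experiments, and the paper does not report how far these lists overlap. At a q-value of 1e-10, 3517 Ubx peaks of Experiment 1 (72.8%; Wilson interval 71.5 to 74.1) had a partner in Experiment 2, and 3597 of Experiment 2 (85.3%; 84.2 to 86.3) had one in Experiment 1. These shares are a yardstick for differences between proteins, although they rest on a single pair of lists. At equal length, 77.7% and 79.9% had partners, less than the 89.1% and 83.9% of Ubx and Abd-A within Experiment 1, which argues against unequal lengths as the cause of the lower overlap. At least 96.9% of the stringent peaks of one experiment had a relaxed partner in the other, consistent with peaks that fall on different sides of one threshold. At 4218 peaks each, 82.7% of the Ubx peaks of Experiment 2 had an Abd-A partner, so Ubx and Abd-A differed no more across experiments than Ubx from itself in that direction. In the other direction, 75.8% of Abd-A peaks had a partner, against the 77.7% of Ubx peaks of Experiment 1.

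Measured against this yardstick, the comparisons of the paper came out as follows. Between the 1000 highest-scoring peaks of each list, 74.0% and 75.5% of peaks had partners for the Ubx lists of both experiments. The shares were 82.8% and 80.3% for Ubx and Abd-A, 47.6% and 42.9% for Ubx and Abd-B, 55.3% and 61.3% for wild type and mutant, and 65.4% and 61.8% for Ubx alone and Ubx+Hth. At the planned equal lengths, the yardstick was 77.7% (Wilson interval 76.5 to 79.0) from Experiment 1 to Experiment 2 and 79.9% (78.6 to 81.1) in reverse. The shares were then 77.0% for Ubx peaks with an Abd-B partner and 66.7% for Abd-B peaks with a Ubx partner. They were 59.3% for wild type and 67.9% for mutant peaks, and 79.3% for Ubx alone and 72.6% (71.2 to 73.9) for Ubx+Hth. Thus 77.0% and 79.3% lay within the intervals of the yardstick, and the reverse share of each of these pairs lay below both intervals, as did both shares of wild type and mutant. The list lengths differ between these pairs at the planned setting, which limits that comparison. The yardstick also includes any difference between the 2 experiments, whereas each of the paper's pairs lies within 1 experiment. A share within its intervals therefore does not show that a pair differs no more than Ubx from itself. At 1000 peaks, both shares of Ubx and Abd-B, and of Ubx alone and Ubx+Hth, lay below the yardstick.

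The sites gained with Hth were examined for Ubx peaks that passed only the relaxed q-value. Of the 4095 Ubx+Hth peaks without a stringent Ubx partner, 74.7% (3057) had a relaxed partner in the shallower single-replicate list of Ubx alone, and 1092 (26.7%) had a stringent partner in Ubx of Experiment 1. Most of them may thus rest on a Ubx site below the stringent threshold, at a distance that was not measured. The same value goes with cofactors that strengthen a weak site, and the lists do not separate these. Of the 1040 peaks without a relaxed partner, 22.0% (229) lay in the higher-scoring 50% of the Ubx+Hth list and 78.0% in the rest. The share that greater depth alone would place in the higher-scoring part is not known. Weak sites and unequal depth both place peaks low in the list. The lists alone therefore do not separate depth from cofactor-dependent binding for these peaks. The paper also reports enrichment of Exd and Hth motifs in peaks specific to Ubx+Hth, evidence from sequence that was not examined here.

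For Abd-B, 2453 stringent peaks (25.3%) had no relaxed Ubx partner, of which 24.9% (610) lay in the higher-scoring 50% of the Abd-B list and 75.1% in the rest. The Ubx library of Experiment 2 was 1.62 times as deep as that of Experiment 1, close to the 1.63 times of Abd-B, and only 1.07% of its stringent peaks had no relaxed partner in Ubx of Experiment 1. In 6 ranges of score, the share without a partner was at most 1.54% for Ubx of Experiment 2 and at least 10.1% for Abd-B. Equal scores in these lists need not mean sites of equal strength, as reads and experiments differed. The highest Ubx share lay below the lowest Abd-B share, so the gap does not rest on how the ranges are paired. In this pair of Ubx lists, greater depth thus did not leave many peaks without a partner. The deeper list was however the shorter one (4218 against 4830 stringent peaks), so it cannot show what depth adds where a list grows longer. Whether greater depth is the whole cause of the Abd-B peaks without Ubx is therefore left open. The comparison rests on 1 pair of Ubx lists from different experiments, and a difference in enrichment between the Abd-B and Ubx samples stays open beside a difference in target sites.

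Abd-B specific and cofactor-dependent Ubx sites were compared, under the hypothesis that they are partly the same sites. Of the Abd-B specific peaks, 38.8% (2124) had a Ubx+Hth partner, against at most 9.50% in rotations and 96.2% of the Abd-B/Ubx common peaks. Shares with the other lists were 19.8% for Abd-A, 7.40% for Ubx of Experiment 2 and 1.46% for the mutant, the last within its rotations (at most 1.81%). With the partner lists shortened to 4218 peaks, the share was 10.5% for Ubx+Hth, 7.35% for Abd-A and 7.40% for Ubx. With Abd-B, Ubx of Experiment 1 and Ubx+Hth all at equal length, it was 20.9% for Ubx+Hth (rotations at most 7.90%). Shortening by score keeps mostly the Ubx+Hth peaks with a Ubx partner (72.6%), so an effect of list length cannot be told apart from the choice of peaks that are kept. Of the Ubx+Hth specific peaks, 76.5% (3134) had an Abd-B partner, against at most 11.9% in rotations and 97.3% of the Ubx+Hth/Ubx common peaks. Under the alternatives this share ranged from 44.3% (lists of equal length) to 77.5% (1 bp overlap). It counts any Abd-B peak, including those shared with Ubx. An Abd-B specific partner was found for 44.2% (1808) of the Ubx+Hth specific peaks (rotations at most 5.18%), against 10.2% of the common peaks. Both specific sets were chosen for lacking Ubx, which by itself favours this contrast. Among the 624 Ubx+Hth peaks with no relaxed Ubx peak in either experiment, 36.2% had a stringent Abd-B partner (rotations at most 12.7%), which argues against random placement. The share with an Abd-B specific partner was 31.2%, but peaks without Ubx meet Abd-B peaks without Ubx by definition, so whether they are the same class of site cannot be told apart from that choice of sets. Shared accessibility was not tested.

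A larger share of stringent peaks lay on X for the mutant (22.9%; Wilson interval 21.0 to 24.9) than for the other lists. Wild type Ubx and Ubx+Hth of the same experiment had at most 19.5% (18.3 to 20.7), no more than in Experiment 1, which argues against a bias of Experiment 2 as a whole. Of the 1793 highest-scoring wild type peaks, 20.4% lay on X (18.6 to 22.3), an interval that overlaps that of the mutant, so a larger share of strong wild type sites on X stays open. The other lists showed no such excess. Their 1793 highest-scoring peaks had 19.7% on X for Ubx of Experiment 1, 18.4% for Abd-A, 14.3% for Abd-B and 17.5% for Ubx+Hth, against 19.5%, 18.9%, 16.9% and 18.2% in the whole lists. At a q-value of 1e-2 there was no excess over wild type, with 18.4% (17.7 to 19.2) for the mutant and 18.6% for wild type. The mutant share still lay above the 16.5% (15.9 to 17.2) of Abd-B. The intervals of the remaining lists overlapped that of the mutant. No biological explanation was tested.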
